# The transcriptional factor Clr-5 is involved in cellulose degradation through regulation of amino acid metabolism in *Neurospora crassa*

**DOI:** 10.1186/s12896-023-00823-4

**Published:** 2023-11-29

**Authors:** Fanglei Xue, Zhen Zhao, Shuying Gu, Meixin Chen, Jing Xu, Xuegang Luo, Jingen Li, Chaoguang Tian

**Keywords:** *Neurospora crassa*, Transcription factor, Cellulase production, Amino acid metabolism, Clr-5

## Abstract

**Background:**

Filamentous fungi are efficient degraders of plant biomass and the primary producers of commercial cellulolytic enzymes. While the transcriptional regulation mechanisms of cellulases have been continuously explored in lignocellulolytic fungi, the induction of cellulase production remains a complex multifactorial system, with several aspects still largely elusive.

**Results:**

In this study, we identified a Zn_2_Cys_6_ transcription factor, designated as Clr-5, which regulates the expression of cellulase genes by influencing amino acid metabolism in *Neurospora crassa* during growth on cellulose. The deletion of *clr-5* caused a significant decrease in secreted protein and cellulolytic enzyme activity of *N. crassa*, which was partially alleviated by supplementing with yeast extract. Transcriptomic profiling revealed downregulation of not only the genes encoding main cellulases but also those related to nitrogen metabolism after disruption of Clr-5 under Avicel condition. Clr-5 played a crucial role in the utilization of multiple amino acids, especially leucine and histidine. When using leucine or histidine as the sole nitrogen source, the Δ*clr-5* mutant showed significant growth defects on both glucose and Avicel media. Comparative transcriptomic analysis revealed that the transcript levels of most genes encoding carbohydrate-active enzymes and those involved in the catabolism and uptake of histidine, branched-chain amino acids, and aromatic amino acids, were remarkably reduced in strain Δ*clr-5*, compared with the wild-type *N. crassa* when grown in Avicel medium with leucine or histidine as the sole nitrogen source. These findings underscore the important role of amino acid metabolism in the regulation of cellulase production in N. crassa. Furthermore, the function of Clr-5 in regulating cellulose degradation is conserved among ascomycete fungi.

**Conclusions:**

These findings regarding the novel transcription factor Clr-5 enhance our comprehension of the regulatory connections between amino acid metabolism and cellulase production, offering fresh prospects for the development of fungal cell factories dedicated to cellulolytic enzyme production in bio-refineries.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12896-023-00823-4.

## Introduction

Plant biomass represents an abundant and renewable energy source that can be used in biorefinery processes [1, 2]. Filamentous fungi are recognized as primary contributors to the degradation of plant biomass due to their capability to produce enzymes that can effectively break down complex polysaccharides. The industrial production of fungal cellulases is poised to play a pivotal role in the synthesis of biochemicals and biofuels [3]. Notable examples of well-studied filamentous fungi in this context include *Neurospora crassa* [4–8], *Myceliophthora thermophila* [9–11], *Trichoderma reesei* [12, 13], and various *Aspergillus* species [14].

The degradation of cellulose in filamentous fungi relies on the coordinated action of a suite of enzymes. These enzymes are activated by plant-derived biopolymers or their derivatives and are predominantly regulated at the transcriptional level by specific fungal transcription factors [8]. The first transcription factor identified as being involved in cellulosic biomass degradation was XlnR, which mediates xylose-triggered induction of the expression of genes encoding xylanolytic and cellulolytic enzymes in *Aspergillus* [15]. Since then, a number of transcription regulators broadly involved in cellulose degradation have been discovered, including the transcriptional activators CLR-1/2, Hac1, Prd-1, Vib-1, and Rac-1 and the transcriptional repressors Cre-1, AmyR, and Ace1 [16–19], all of which participate in the regulation of cellulolytic and/or hemicellulolytic enzyme production. For example, XLR-1 in *N. crassa* and its ortholog XlnR in *Fusarium graminearum* play pivotal roles in xylanase production [8, 20], while the orthologs of XLR1 in *T. reesei* and *Aspergillus niger* are indispensable for the synthesis of both hemicellulase and cellulase [21–23]. In *N. crassa*, CLR-1 and CLR-2 are essential regulators of cellulase production [24], as do CLR-2 orthologs in *Aspergillus nidulans* (ClrB) and *Aspergillus oryzae* (ManR) [16, 25]. The transcription factor Hac1, which is involved in the unfolded protein response pathway, affected cellulase gene expression in *N. crassa* and *M. thermophila* [26, 27]. In *T. reesei*, cellulase production and protein secretion were found to be significantly improved in a line overexpressing regulatory gene *vib-1* [28]. The deletion of the carbon catabolite repressor, Cre-1 in *N. crassa*, led to increased cellulolytic enzyme activity and upregulated the transcription of genes responsible for encoding cellulolytic enzymes when grown on Avicel [19]. Moreover, overexpression of AmyR, a key regulator of amylolytic enzymes, resulted in a 30% increase in amylase activity in *M. thermophila* [29].

Several studies have explored the potential regulatory links between nitrogen metabolism and polysaccharide degradation/utilization. Microorganisms have evolved intricate transcriptional networks to prioritize the utilization of available nutrients [30]. Some transcription factors regulate not only extracellular protease production, but also nitrogen metabolism. For example, AreA, apart from regulating extracellular protease production, as observed in *A. nidulans* and *N. crassa* [31, 32], also controls the expression of genes encoding cellulases [33]. In *N. crassa*, Amn-1 is required for the utilization of non-preferred nitrogen sources (proline, branched-chain amino acids, and aromatic amino acids) and plays a role in regulating genes involved mannose and mannan utilization, suggesting that nitrogen metabolism and carbon metabolism are integrated to some extent [30]. The transcription factor TAM1, a homolog of TamA that regulates nitrogen metabolism in *A. nidulans* [34], not only governs ammonium utilization but also influences cellulase gene expression in *T. reesei* [35].

The filamentous fungus *N. crassa* possesses the capacity to secrete a vast array of enzymes crucial for lignocellulose utilization. Extensive research in genetics, biochemistry, and molecular biology has been conducted on this fungus [36], making it an ideal model system for elucidating the mechanisms governing the expression and regulation of genes encoding cellulases. In nature, *N. crassa* colonizes freshly burnt plant biomass and shows robust growth on lignocellulose [3]. Unlike many other filamentous fungi, *N. crassa* boasts a nearly complete genome deletion strain collection. Its cellulolytic potential has been recognized for decades, and its genome encodes a comparable number of glycoside hydrolases to that of *T. reesei*, the primary industrial source of enzymes for biomass depolymerization [5]. When grown on straw residues derived from various crops, such as barley, corn, rice, soybean, and wheat, a large proportion of the genes encoding CAZymes are induced in *N. crassa* [6]. The *N. crassa* genome also hosts 14 genes encoding lytic polysaccharide monooxygenases (LPMOs), classified within the Carbohydrate-Active Enzyme (CAZyme) family AA9 [37]. In *N. crassa*, the Zn_2_Cys_6_ transcription factor plays a crucial role in coordinating the production of cellulolytic enzymes. Several regulators, including CLR-1, CLR-2, CLR-4, XLR-1, CRE-1, COL-26, and VIB1, have been studied for their involvement in cellulase production [19, 24, 38–40]. In this study, we identified a Zn_2_Cys_6_ transcription factor, Clr-5, which regulates the expression of genes encoding cellulases in *N. crassa* during growth on cellulose. The deletion of *clr-5* in *N. crassa* led to a marked reduction in secreted protein levels and (hemi)cellulolytic enzyme activity. The growth phenotypes of *N.crassa* Δ*clr-5* on Avicel medium could be partially restored by the addition of yeast extract. Clr-5 played an important role in amino acid metabolism. When leucine or histidine was supplied as the sole nitrogen source, Δ*clr-5* showed severe growth defects and down-regulated expression of most genes encoding CAZymes and those involved in the uptake and metabolism of multiple amino acids. This finding may be exploited to engineer filamentous fungal cell factories capable of producing cellulase or biofuels from plant biomass.

## Results and discussion

### Identification of the Zn_2_Cys_6_ transcription factor Clr-5 that regulates the cellulase production in *N. crassa*

In our quest to identify novel regulators of cellulase production, we systematically screened single-gene mutants of *N. crassa*. Specifically, we focused on those with the deletion of the gene encoding Zn_2_Cys_6_ transcription factors. Through this approach, we pinpointed a *N. crassa* strain deficient in the gene encoding the transcription factor NCU05383. Notably, this strain displayed a pronounced defect in cellulase production. Therefore, we designated NCU05383 as Clr-5 (cellulose degradation regulator 5). After growth on Avicel medium for 7 d, the mutant Δ*clr-5* exhibited a significant decrease in secreted protein (~ 54%), endo-glucanase activity (~ 45%), endo − 1,4 − β − xylanase activity (~ 67%), β-glucosidase activity (~ 62%), and exocellulase activity (~ 60%) compared with those of *N. crassa* wild-type (WT) strain (Fig. 1B-F). This result highlighted the important role of Clr-5 in cellulase production in *N. crassa*. Protein profiling of the extracellular secretome via SDS-PAGE confirmed a notable impairment in cellulase production in the Δ*clr-5* strain (Fig. 1G). Furthermore, the mycelium dry weight of Δ*clr-5* was 35.4% lower than that of the WT strain (Fig. 1A). However, Δ*clr-5* accumulated a comparable amount of biomass to that of the WT strain when grown on glucose (Additional file 1: Fig. S1), providing evidence that Clr-5 is not involved in fungal growth and thereby confirm the effect of Clr-5 on cellulase production.

**Fig. 1:**
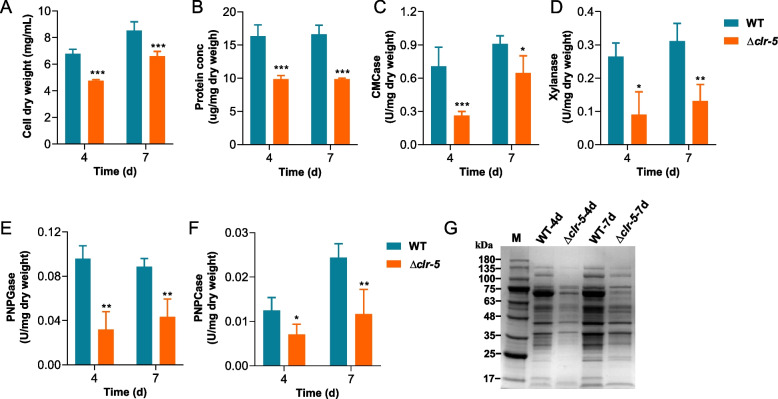
Protein production and enzyme activity phenotypes of the mutant Δ*clr-5* on Avicel. Biomass accumulation (**A**), total extracellular protein concentration (**B**), endo-glucanase (CMCase) activity (**C**), xylanase activity (**D**), β-glucosidase (PNPGase) activity (**E**), exo-cellulase (PNPCase) activity (**F**) in the supernatants of cultures of wild-type (WT) and Δ*clr-5* after 7 d or 4 d of growth in 2% Avicel medium. **G** SDS-PAGE analysis of the proteins secreted by *N. crassa* strains in Avicel medium. Error bars indicate the standard deviations from at least three biological replicates

To further confirm the role of Clr-5 in cellulase production, we generated a *clr-5*-complemented strain (CP_*clr-5*) in the Δ*clr-5* background, and an overexpression strain (OE_ *clr-5*) in the WT strain background. When cultivated on Avicel, CP_*clr-5* exhibited the restoration of secreted proteins and lignocellulolytic enzyme activities to levels similar to those of the WT strain. Meanwhile, OE_*clr-5* exhibited significant significant enhancements in secreted proteins (~ 118%), endo-glucanase activity (~ 73%), xylanase activity (~ 95%), β-glucosidase activity (~ 30%), and exocellulase activity (~ 54%), compared with those of the WT strain after growth on Avicel (Fig. 2A–E). These findings strongly support the positive regulatory role of Clr-5 in cellulase production and the growth rate of *N. crassa* on Avicel.

**Fig. 2:**
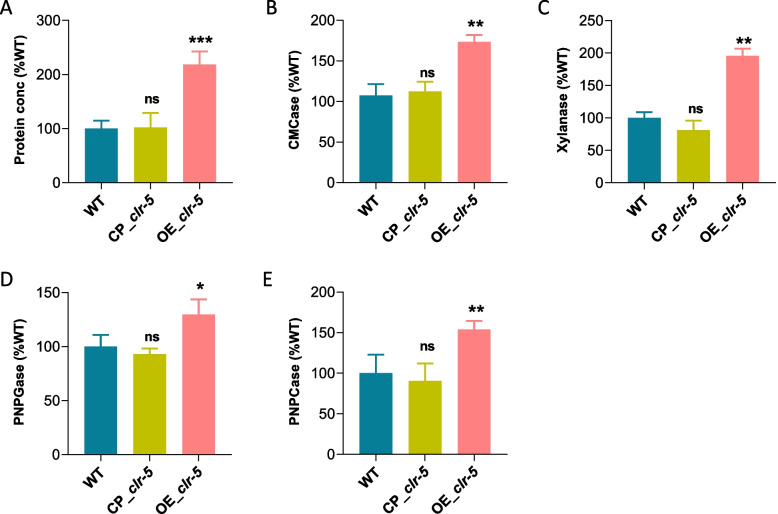
Phenotypic analysis of *N. crassa* strains CP_*clr-5* and OE_*clr-5* on 2% Avicel. The assessment of extracellular protein concentration (**A**) and the enzymatic activities of endo-glucanase (**B**), xylanase (**C**), β-glucosidase (**D**), and exo-cellulase (**E**) in the supernatants from cultures of *N. crassa* strains CP_*clr-5* and OE_*clr-5* after 7 days of growth on Avicel, in comparison to the WT strain. *, **, and *** represent significant difference at *p* < 0.05,* p* < 0.01, and *p* < 0.001, respectively; ns represents not significant. Error bars indicate the standard deviations from at least three biological replicates

### Transcriptomic analysis of *N. crassa* with the deletion of *clr-5* on cellulose

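On 2% Avicel, the transcript level of clr-5 (NCU05383, col-24 in the reference) was 30.7 ± 4.42 CPM (mean ± SD, n = 2 cultures) in the WT strain and 1.98 ± 0.0584 CPM in Δclr-5. The gene lies on chromosome II of the OR74A assembly from 1471066 to 1475393. Its log2 fold change between the strains was -3.95 (standard error 0.21, adjusted p = 3.63e-06), and each Δclr-5 library held 33 to 36 counts of the gene against 368 to 480 in the WT libraries. The cellobiohydrolase gene cbh-1 held the largest share of counts in each of these 4 libraries, from 4.35% in Δclr-5 culture 2 to 7.83% in WT culture 1. RNA came from 2 independent cultures of each strain, sampled 4 h after the shift to Avicel according to the paper and 8 h according to the sample labels. The authors aligned the paired-end Illumina reads with TopHat and counted with HTSeq-count the reads that mapped uniquely to one gene, and the deposited values are these raw counts. Total counts were 17112509 and 17246597 in the WT libraries and 18730268 and 18884865 in the Δclr-5 libraries. Of 9730 genes, the 8805 that passed edgeR's filter on low counts were tested. Counts were normalized by TMM and all 12 libraries of the study were fitted together with edgeR's quasi-likelihood model, which left 6 residual degrees of freedom. Genes were called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5, the thresholds of the paper. The cultures of Δclr-5 on Avicel differed from each other more than those of any other group, with a chi-square per gene against counting noise of 230.3 in Δclr-5 and 27.6 in the WT strain.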

To explore the mechanism by which Clr-5 regulates cellulase production, we performed a transcriptional profile analysis of the WT and Δ*clr-5* strains cultured on Avicel. Compared with the WT strain, Δ*clr-5* showed significantly altered transcript levels of 976 genes, with 371 genes being significantly down-regulated and 605 genes being significantly up-regulated (Fig. 3A and Additional file 2: Table S3). 

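On Avicel, 737 genes were lower and 1035 were higher in Δclr-5 than in the WT strain among the 8805 genes tested. The decreases of clr-5 and of ccg-4, matA-1 and NCU09968, given below, were larger than those named next. The xylanase gene gh11-1 (chromosome I from 8902056 to 8903806) fell from 4362 ± 48.7 CPM to 556 ± 300.1 CPM (SD, n = 2), a log2 fold change of -2.97 (standard error 0.57, adjusted p = 0.00662). NCU09800, NCU05888 and NCU07610 had log2 fold changes of -3.15, -2.90 and -2.71. Among the largest increases were eas, which encodes the hydrophobin of the conidial surface, at 7.16 (standard error 1.04, adjusted p = 0.00187), NCU09734 at 7.22, NCU09049 at 7.09, app at 8.16 and NCU05858 at 6.35. Of 8 conidiation genes, 7 were higher and none was lower (7 adjusted over the list alone), with 4 called without WT culture 1. This list rose relative to other genes (adjusted p = 7.12e-05 from camera), with adjusted p = 0.463 with an estimated correlation. eas took 0.287% and 3.4% of the counts in the Δclr-5 libraries and 0.0123% at most in the WT libraries. Of 8 genes of light response and clock, 4 were higher (5 adjusted over the list alone), among them the carotenoid gene al-3 at 2.12 (adjusted p = 0.0144) and bli-3 at 2.35 (adjusted p = 0.028). The light list had adjusted p = 0.00787 from camera and adjusted p = 0.463 with an estimated correlation, with 1 without WT culture 1 or WT culture 2 and 2 without Δclr-5 culture 2. The strains also differed in mating genes. The mating-type gene matA-1 had 0 counts in both Δclr-5 libraries and 9.41 ± 0.0533 CPM in the WT strain, at least 109.5-fold lower with a floor of 3 counts over the group. The pheromone gene ccg-4 was lower at -11.94 and the pheromone gene of the opposite mating type, mfa-1, was higher at 6.98 (standard error 0.55, adjusted p = 5.06e-05). NCU09968 also had 0 counts in Δclr-5. With 1 library left out, calls were lost for al-3 without WT culture 1 or WT culture 2 (adjusted p up to 0.0823), bli-3 without WT culture 1, WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.22) and gh11-1 without Δclr-5 culture 2 (adjusted p = 0.0598). The numbers of genes lower and higher were 349 and 398 without WT culture 1, 1204 and 1523 without Δclr-5 culture 1, and 607 and 599 without WT culture 2. Scaling by library size alone, which moves the median log2 fold change of all genes from -0.00528 to 0.208, gave 401 lower and 1694 higher.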

A Gene Ontology (GO) analysis of the down-regulated genes in Δ*clr-5* revealed significant enrichment of genes involved in the polysaccharide catabolic process, xylan catabolic process, and cellulose catabolic process, consistent with the phenotypes observed in Δ*clr-5* on Avicel (Fig. 3B and Additional file 2: Table S4). 

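Some genes of plant cell wall degradation passed the test as lower in Δclr-5 on Avicel, with few cellulase genes among them. In simulated counts on Avicel, 42% of genes lowered by 1 log2 unit were called, so a gene that was not called may still be lower. Of 23 cellulase and lytic polysaccharide monooxygenase genes, 3 were lower and none was higher (2 lower adjusted over the list alone), with a median log2 fold change of -0.96 (-0.60 without Δclr-5 culture 2). The 3 genes were gh7-2, gh7-4 and the polysaccharide monooxygenase gene gh61-2, the last at -1.01 (standard error 0.32, adjusted p = 0.0461). Of 21 hemicellulase genes, 7 were lower and 2 were higher (10 lower and 3 higher adjusted over the list alone), with a median of -0.51. The higher ones were gh10-4, from 0.817 ± 0.838 CPM to 17.9 ± 23.0 CPM (SD, n = 2 cultures) at 4.43 (standard error 1.28, adjusted p = 0.0355), and NCU00852 at 2.62. Both lists fell relative to other genes by camera (adjusted p = 0.00406 for cellulases and 0.00444 for hemicellulases), each with adjusted p = 0.463 with an estimated correlation. Of 6 esterase genes of hemicellulose, 3 were lower (3 adjusted over the list alone), led by NCU00710 at -2.15 (adjusted p = 0.0193) and NCU05159 at -1.34 (adjusted p = 0.0398) (adjusted p = 0.0512 for the list from camera). None of 9 genes for cellobiose dehydrogenases and β-glucosidases passed the test with edgeR (0 adjusted over the list alone, adjusted p = 0.0847 from camera), and 1 was lower without Δclr-5 culture 1 or Δclr-5 culture 2. Of 9 sugar transporter genes, hgt-1 was lower at -0.74 and NCU05627 and NCU00821 were higher at 3.20 and 1.43 (1 lower and 2 higher adjusted over the list alone, adjusted p = 0.812 from camera). The conidiation genes con-6 and con-13 were higher in the same comparison, at 5.66 and 5.12. The numbers of lower genes were 7 without Δclr-5 culture 1 among cellulases, 4 without WT culture 1 or WT culture 2 and 3 without Δclr-5 culture 2 among hemicellulases, and 0 without WT culture 1, WT culture 2 or Δclr-5 culture 2 and 1 without Δclr-5 culture 1 among esterases. Without Δclr-5 culture 2, 1 cellulase gene was higher. Higher hemicellulase genes numbered 0 without WT culture 1 or WT culture 2 and 1 without Δclr-5 culture 2. Lower transporter genes numbered 0 without WT culture 1 or Δclr-5 culture 2 and 2 without Δclr-5 culture 1. Higher transporter genes numbered 1 without WT culture 1 or WT culture 2. Among hydrolase and monooxygenase genes, calls ended for gh61-2 without WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.3), gh10-4 without WT culture 1, WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.484) and NCU00852 without WT culture 1, WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.454). Esterase calls ended for NCU00710 without any 1 of the 4 libraries (adjusted p up to 0.184) and NCU05159 without any 1 of the 4 libraries (adjusted p up to 0.133). Other calls that ended were hgt-1 without WT culture 1 or Δclr-5 culture 2 (adjusted p up to 0.154), NCU05627 without WT culture 1 or WT culture 2 (adjusted p up to 0.0722) and con-6 without WT culture 1 or WT culture 2 (adjusted p up to 0.0763). Scaling by library size alone gave 4 lower hemicellulase genes, and DESeq2 gave 6 lower cellulase genes.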

The analysis of the transcriptional profiles revealed that 47 genes encoding Carbohydrate-Active Enzymes (CAZymes) showed significantly lower transcript levels in Δ*clr-5* than in the WT strain, These genes included cellulase genes (*gh61-1*, *gh61-3*, *gh61-5*, *gh61-6*, *gh5-1*, *gh6-3*, *gh7-1*, *gh7-2*, and *gh7-4*) and hemicellulase genes (*gh10-1*, *gh10-2*, *gh10-3*, *gh11-1*, *gh11-2*, *gh43-6*, *gh51-1*, and *gh53-1*). In addition to these genes encoding CAZymes, genes related to protein synthesis and secretion were also significantly down-regulated in Δ*clr-5*, including those encoding the protein disulfide-isomerase PdiA (NCU09223), two ER chaperones (HSP70-6, NCU09485 and CNX-1, NCU09265), and four translocation proteins SEC61(NCU04127 and NCU08379), SEC62 (NCU06333), and SEC63 (NCU00169) [26, 41].

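Among the enzyme genes followed by name on Avicel, the cellulase gene gh7-2 fell from 1904 ± 100.4 CPM to 659 ± 152 CPM (SD, n = 2 cultures), a log2 fold change of -1.53 (standard error 0.31, adjusted p = 0.00719). gh7-4 fell by less in absolute terms, from 23.9 ± 4.61 CPM to 9.72 ± 0.249 CPM, at -1.30 (standard error 0.31, adjusted p = 0.0135). The xylanase genes gh10-2 and gh10-3 fell at -0.81 (standard error 0.18, adjusted p = 0.00946) and -2.28 (standard error 0.52, adjusted p = 0.0134). gh11-1, given above with its values, was the third xylanase gene that passed the test. These standard errors rest on a spread per gene shared by all 12 libraries, and not on the Avicel cultures alone. On Avicel, gh10-1 was at 11610 ± 319 CPM in the WT strain and 5307 ± 104 CPM in Δclr-5. The WT cultures on histidine, at 905 ± 770 CPM, enter the same estimate of its spread. The other 9 of these 14 genes, gh10-1 included, had negative log2 fold changes that did not pass the test. They were -1.10 (adjusted p = 0.0735) for gh7-1, -1.03 (adjusted p = 0.0699) for gh11-2, -1.13 (adjusted p = 0.17) for gh10-1, and between -0.85 for gh6-3 and -1.16 for gh61-6 among gh61-1, gh61-3, gh61-5, gh61-6, gh5-1 and gh6-3, with adjusted p from 0.132 to 0.241. The gene cbh-1, the most abundant of the cellulase list, was at 94160 ± 1469 CPM in the WT strain and 57330 ± 18550 CPM in Δclr-5, a log2 fold change of -0.72 (standard error 0.60, adjusted p = 0.425). The genes gh43-6, gh51-1 and gh53-1 carry no locus number in the paper's text and no such symbol in the reference. They were not paired with a locus and are not followed by name here. The hemicellulase list holds genes of their families and may include them. The conidiation genes con-8 and con-10 were higher in the same libraries, at 2.75 (adjusted p = 0.000492) and 3.61 (adjusted p = 0.00538). Calls were lost for gh7-4 without WT culture 1 (adjusted p = 0.0875), gh10-3 without WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.152) and con-10 without WT culture 1 (adjusted p = 0.0557). DESeq2 on the 4 Avicel libraries alone, chosen after the values were seen, called 9 of the 9 cellulase and 5 of the 5 hemicellulase genes lower. edgeR on the same 4 called 2 and 3, and DESeq2 on all 12 libraries called 3 and 4.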

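Of 7 genes for folding and translocation in the endoplasmic reticulum, 6 were lower and none was higher in Δclr-5 on Avicel (7 lower adjusted over the list alone), with a median log2 fold change of -1.10 (-0.71 without Δclr-5 culture 2). The study chose these genes on these samples, so neither the count nor the median is independent evidence of their direction. NCU09223, which encodes the disulfide isomerase PdiA, fell from 3748 ± 484 CPM to 1528 ± 675 CPM (SD, n = 2 cultures), at -1.29 (standard error 0.33, adjusted p = 0.0182). NCU09485, the chaperone HSP70-6, fell at -1.16 (standard error 0.35, adjusted p = 0.0408). Both genes of the SEC61 translocation channel fell, NCU04127 at -0.93 (standard error 0.19, adjusted p = 0.00737) and NCU08379 at -0.89. SEC62 (NCU06333) and SEC63 (NCU00169) fell at -0.92 (adjusted p = 0.0222) and -1.10 (adjusted p = 0.018). The calnexin gene NCU09265 had a log2 fold change of -1.11 (standard error 0.37, adjusted p = 0.0583) and did not pass the test. In the same libraries the conidiation regulators fl and acon-3 were higher, at 3.20 (adjusted p = 0.00415) and 3.09 (adjusted p = 0.00838). The number of genes called lower was 1 without WT culture 1 and 3 without WT culture 2 or Δclr-5 culture 2. Single calls ended for NCU09223 without WT culture 1 or Δclr-5 culture 2 (adjusted p up to 0.0996), NCU09485 without WT culture 1, WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.124) and NCU04127 without WT culture 1 (adjusted p = 0.0608). They also ended for NCU06333 without WT culture 1, WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.0944), NCU00169 without WT culture 1 or WT culture 2 (adjusted p up to 0.0877) and acon-3 without WT culture 1 or WT culture 2 (adjusted p up to 0.0617). Fitting only the 4 Avicel libraries called 0 of the 7 lower and DESeq2 on all libraries called 7.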

**Fig. 3:**
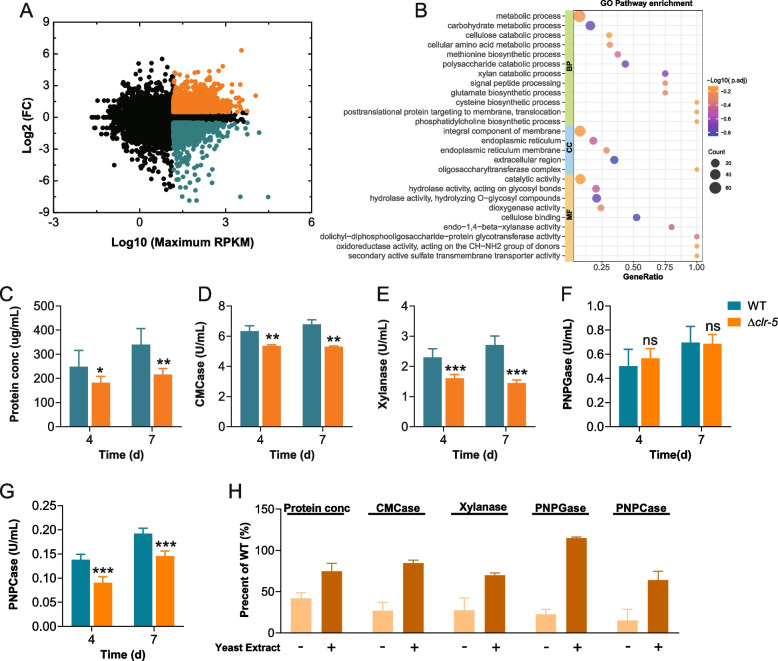
Transcriptomic profiles of *N. crassa* Δ*clr-5* on Avicel. **A** Differential expression analysis of ∆*clr-5* compared with WT strain when induced by 2% Avicel for 4 h. Log2 ratio of *∆clr-5*/WT *vs.* Log10 maximum RPKM in either strain. Up-regulated genes are shown in orange; down-regulated genes are shown in dark cyan. Detailed data are provided in Additional file 2: Table S3. **B** GO analysis of 371 genes with down-regulated expression in strain ∆*clr-5*. Total extracellular protein concentration (**C**), endo-glucanase activity (**D**), xylanase activity (**E**), β-glucosidase activity (**F**), and exocellulase activity (**G**) of cultures of *N. crassa* grown in Avicel medium supplemented with 0.75 g/L yeast extract. **H** Comparison of total extracellular protein concentration and lignocellulolytic enzyme activities of ∆*clr-5* relative to that of the WT strain after 4 d of culture in Avicel medium with or without 0.75 g/L yeast extract. Error bars in (**C-D**) indicate the standard deviations from at least three biological replicates

Previous studies have demonstrated the regulatory crosstalk between nitrogen and carbon metabolism during plant biomass utilization by filamentous fungi. For example, in *A. nidulans*, the expression of cellulase genes is affected by AreA, a global nitrogen transcription factor [42]. In *N. crassa*, the genes encoding proteins involved in amino acid metabolism are included in the Avicel regulon and the CLR-1/CLR-2 regulon [16]. An analysis of transcriptomic data indicated that these down-regulated genes in Δ*clr-5* were enriched in the functional categories of cellular amino acid metabolic process, including the biosynthesis of methionine, glutamate, and cysteine, and the degradation of histidine and tryptophan (Fig. 3B and Additional file 2: Table S4), suggesting that Clr-5 may be essential for amino acid metabolism. Consequently, we speculated that amino acid metabolism plays an important role in the expression of genes encoding cellulases in *N. crassa*.

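Genes of sulfur assimilation and of methionine and cysteine biosynthesis were lower in Δclr-5 on Avicel, 9 of 15, with none higher (10 lower adjusted over the list alone) and a median log2 fold change of -0.67. They included the arylsulfatase gene ars-1 at -2.26 (standard error 0.41, adjusted p = 0.00413). The sulfate permease gene cys-14 fell from 251 ± 71.3 CPM to 55.1 ± 40.3 CPM (SD, n = 2 cultures) at -2.19 (standard error 0.43, adjusted p = 0.00687). The ATP sulfurylase gene cys-11 and met-7 fell at -1.68 (adjusted p = 0.0029) and -1.20 (adjusted p = 0.00118). Of 10 arginine biosynthesis genes, 4 were lower (5 adjusted over the list alone), led by arg-13 at -0.80 and arg-2 at -0.72. Of 10 genes of aromatic amino acid biosynthesis, trp-1 and trp-5 were lower at -0.62 and -0.57 (3 adjusted over the list alone). These 3 lists fell relative to other genes by camera, with adjusted p = 3.04e-05 for sulfur and 0.00707 for each of the others, and each with adjusted p = 0.463 with an estimated correlation. Of 5 genes of ammonium assimilation, en(am)-2 (glutamate synthase) and gln-1 (glutamine synthetase) were lower at -1.24 and -0.64, and the NAD-dependent glutamate dehydrogenase gene gdh-1 was higher at 1.16 (adjusted p = 0.00529) (3 lower and 1 higher adjusted over the list alone, adjusted p = 0.191 from camera). None of the 4 histidine biosynthesis genes, 4 branched-chain amino acid genes, 2 serine and threonine genes and 2 lysine genes passed edgeR's test on Avicel (0, 0, 1 and 1 lower adjusted over the list alone). Without Δclr-5 culture 1 they numbered 0, 2, 1 and 2. Of 12 genes of nitrogen metabolite repression, nit-3 (nitrate reductase) and xdh-1 were lower at -1.07 and -0.63 (2 adjusted over the list alone, adjusted p = 0.13 from camera). bli-4 and al-2, genes of the light list, were higher in the same comparison at 1.17 and 0.77. The numbers of lower genes were 5 without WT culture 2 for sulfur and 0 without WT culture 1, 2 without WT culture 2, 7 without Δclr-5 culture 1 and 1 without Δclr-5 culture 2 for arginine. They were 1 without WT culture 2 or Δclr-5 culture 2 and 6 without Δclr-5 culture 1 for the aromatic list, 1 without WT culture 1 and 0 without WT culture 2 or Δclr-5 culture 2 for ammonium assimilation and 0 without WT culture 1, 1 without WT culture 2 or Δclr-5 culture 2 and 5 without Δclr-5 culture 1 for nitrogen repression. Single calls ended for arg-13 without WT culture 1, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.237), arg-2 without WT culture 1, WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.149) and trp-1 without WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.0728). Among nitrogen genes they ended for en(am)-2 without WT culture 1, WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.134), gln-1 without WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.134), nit-3 without WT culture 1 or Δclr-5 culture 2 (adjusted p up to 0.0873) and xdh-1 without WT culture 1, WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.0764). In the light list the call ended for al-2 without WT culture 1, WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.176). Lists of amino acid catabolism were fixed by product names, which the reference does not give, and are not analysed here. From the enrichment of amino acid metabolism among the down-regulated genes, the paper proposes that Clr-5 may be essential for amino acid metabolism.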

To test this hypothesis, we tested the secreted proteins and (hemi)cellulolytic enzyme activities of the WT and Δ*clr-5* strains in Avicel medium supplemented with yeast extract. Yeast extract is a rich nitrogen source, which might partially alleviate the effects of impaired nitrogen metabolism. As shown in Fig. 3C–H, the incorporation of yeast extract significantly mitigated the reduction in both cellulase and hemicellulase activities of Δ*clr-5*: secreted proteins (from ~ 42% to ~ 75% of the WT strain), endo-glucanase activity (from ~ 27% to ~ 85% of the WT strain), xylanase activity (from ~ 28% to ~ 70% of the WT strain), β-glucosidase activity (from ~ 23% to ~ 115% of the WT strain), and exocellulase activity (from ~ 37% to ~ 70% of the WT strain) after culture for 4 d on Avicel. Composite nitrogen sources, including peptone and yeast extract, are abundant in amino acids, peptides, and other vital nutrients. These sources provide vital components that alleviate metabolic deficiencies, thereby differentiating between metabolic impairment and the shortcomings of cellulase synthesis. These results further highlight the significance of nitrogen metabolism in cellulose degradation and suggest that Clr-5 may affect cellulose degradation by regulating nitrogen metabolism.

### Clr-5 regulates amino acid metabolism in *N. crassa*

Several transcription factors involved nitrogen metabolism have been identified and characterized in *N. crassa*, including Nit-2, Nit-4, Amn-1, Pco-1 [43]. To explore the role of Clr-5 in amino acid metabolism, we assessed the growth phenotypes of the WT and Δ*clr-5* strains on media containing individual amino acids and inorganic nitrogen sources (nitrate and ammonium) as the sole nitrogen source, using glucose as the carbon source to exclude the effect of cellulose degradation. As shown in Fig. 4, *N. crassa* could grow with all the tested nitrogen sources, except cysteine. Δ*clr-5* exhibited growth defects on methionine, serine, threonine, leucine, and histidine, with leucine and histidine causing the most severe defects. When leucine or histidine was supplied as the sole nitrogen source, the mycelia of Δ*clr-5* clumped together and grew slower than did the WT strain (Fig. 4). After 4 days of growth in medium containing histidine or leucine as the sole nitrogen source, Δ*clr-5* exhibited a 90.9% and 79% reduction in cell dry weight, respectively, compared to the WT strain. Additionally, the consumption rates of histidine and leucine in Δ*clr-5* were also reduced by 73% and 79%, respectively, compared with those in the WT strain (Fig. 5A-B). Consistently, the deletion of *clr-5* led to reduced radial growth on agar plate with histidine or leucine as the sole nitrogen source (Fig. 5C-D).

**Fig. 4:**
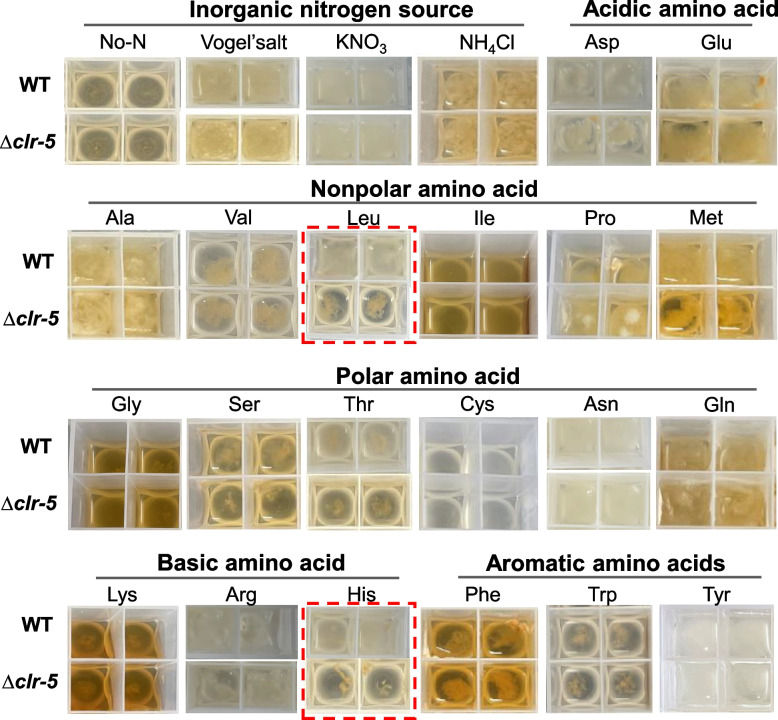
Growth of WT and *clr-5* mutant in liquid media with different nitrogen sources. Cells were inoculated into 3 mL liquid medium containing 2% glucose and indicated nitrogen source in round-bottomed 24-well plates and incubated at 25 °C (nitrogen concentration, 50 mM). Pictures were taken after 96 h of culture. Representative image of at least 3 biological replicates

**Fig. 5:**
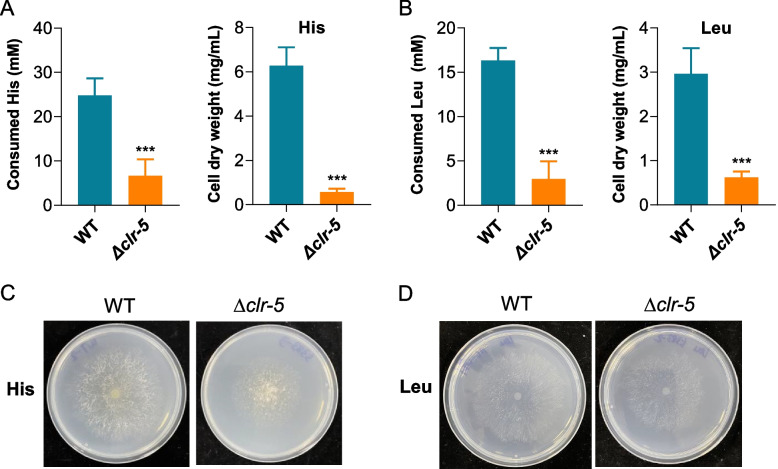
Physiological characterizations of *N. crassa* with leucine or histidine as sole nitrogen source. Consumption of amino acid and cell dry weight of WT and ∆*clr-5* when grown in glucose media with histidine (**A**) or leucine (**B**) as the sole nitrogen source for 96 h and 48 h, respectively, in round-bottomed 24-well plates. Growth profile of strain ∆*clr-5* on agar plate supplemented with histidine (**C**) or leucine (**D**) after 60 h of incubation at 25 °C. Error bars in (**A-B**) indicate the standard deviations from at least three biological replicates

Subsequently, we measured the secreted protein and cellulase activities of the WT and Δ*clr-5* strains when cultured in Avicel medium with histidine or leucine as the sole nitrogen source. As expected, the protein concentration and cellulolytic enzyme activities were remarkably reduced in Δ*clr-5* compared to the WT strain (Fig. 6A–B). 

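With histidine or leucine as the sole nitrogen source, clr-5 transcripts were again low in Δclr-5. On histidine they were 43.7 ± 5.34 CPM in the WT strain and 1.47 ± 0.227 CPM in Δclr-5 (SD, n = 2 cultures each), a log2 fold change of -4.88 (standard error 0.22, adjusted p = 4.91e-07). On leucine they were 21.9 ± 2.31 CPM and 2.75 ± 0.294 CPM, a log2 fold change of -2.99 (standard error 0.20, adjusted p = 1.15e-05). Avicel at 2% was combined with 50 mM of either amino acid, with 2 cultures per strain and medium, and the reads were made into counts as for the Avicel cultures. The paper gives the same induction time as on Avicel, and the labels give the longer one. Total counts were 17222242 and 18465321 for WT and 17539481 and 19549810 for Δclr-5 on histidine. On leucine they were 16797962 and 18336633 for WT and 18517874 and 20381308 for Δclr-5. The same fit over all 12 libraries, filter and thresholds were used. The WT cultures on histidine differed from each other in cbh-1, at 2.08% and 0.584% of the counts, and had a chi-square per gene of 94 against counting noise, compared with 15.6 for the Δclr-5 cultures on histidine, 20.9 for WT on leucine and 38.6 for Δclr-5 on leucine. eas was the most abundant gene in the Δclr-5 libraries on histidine, with 8.3% and 6.99% of the counts, and mfa-1 in those on leucine, with 2.8% and 2.98%.

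**Figure D1:**
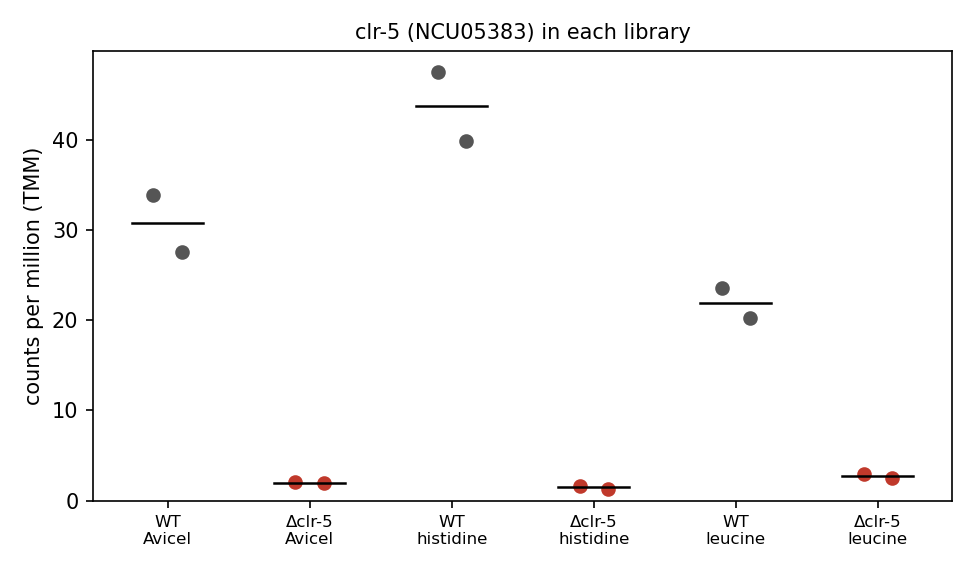
Transcript level of clr-5 (NCU05383) in CPM for each of the 12 libraries, by strain and medium. Points are single cultures and bars are group means.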

We then conducted a transcriptional profile analysis of the WT and Δ*clr-5* strians cultured in Avicel medium with leucine or histidine as the sole nitrogen source. Expression pattern analyses revealed that, compared with the WT strain, Δ*clr-5* showed significant down-regulation of 1123 and 617 genes in response to histidine and leucine, respectively (Fig. 6E and Additional file 2: Table S6). 

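On histidine, 1125 genes were lower and 728 were higher in Δclr-5, and on leucine 944 were lower and 772 were higher. Apart from ccg-4, matA-1 and NCU09968, given below, the largest decreases on histidine were mostly in genes for cellulose-degrading enzymes. Examples are the polysaccharide monooxygenase gene gh61-7 at -5.82 (standard error 0.69, adjusted p = 0.000295) and the cellobiohydrolase gene gh6-2, which went from 2859 ± 2875 CPM to 44.1 ± 17.8 CPM (SD, n = 2) at -6.02 (standard error 0.85, adjusted p = 0.000792). On leucine, apart from the same 3 genes, the largest decreases included NCU05980 at -4.99 (standard error 0.15, adjusted p = 2.23e-08), NCU09764 at -4.09 and the hemicellulase gene NCU07326 at -3.88. Among the largest increases on histidine were NCU05858 at 7.05, NCU05818 and NCU05819 at 6.68 and 6.20, NCU00290 at 5.38 and cut-1 at 5.05. On leucine, NCU01298, NCU07819 and ccg-13 were higher at 5.54, 3.93 and 3.91. Of 8 conidiation genes, 4 were higher on histidine (4 adjusted over the list alone) and 2 on leucine (3 adjusted over the list alone), in both cases with eas, at 6.57 (standard error 1.01, adjusted p = 0.00159) and 9.02 (standard error 1.21, adjusted p = 0.00115). Camera gave the conidiation list adjusted p = 0.00875 on histidine and 0.0312 on leucine, with adjusted p = 0.463 with an estimated correlation for histidine and 0.492 for leucine. Of 8 genes of light response and clock, 3 were higher on histidine and 1 on leucine (3 and 1 adjusted over the list alone, adjusted p = 0.0232 and 0.68 from camera, the first with adjusted p = 0.463 with an estimated correlation). The pheromone gene ccg-4 was lower at -11.55 and -18.06 and mfa-1 was higher at 8.50 and 13.33, while matA-1 and NCU09968 had 0 counts in every Δclr-5 library. The number of higher conidiation genes was 2 without WT culture 1 or WT culture 2 on histidine and 1 without WT culture 1 on leucine. The call of NCU09764 on leucine was lost without Δclr-5 culture 2 (adjusted p = 0.0769). Genes lower on histidine numbered 549 and 599 without Δclr-5 culture 1 or 2. Genes higher on histidine numbered 466, 421, 363 and 395 without WT culture 1, WT culture 2, Δclr-5 culture 1 and Δclr-5 culture 2. On leucine the same 4 omissions gave 526, 378, 491 and 295 lower and 256, 245, 379 and 309 higher. Scaling by library size alone gave 554 lower and 1617 higher on leucine, where it moves the median log2 fold change of all genes from 0.0309 to 0.289.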

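The cellulase gene gh6-3 and the xylanase gene gh11-1 were lower in Δclr-5 on both amino acids, gh6-3 at -4.73 (adjusted p = 0.00017) on histidine and -4.06 (adjusted p = 0.000683) on leucine. The folds of gh11-1 were -4.23 (adjusted p = 0.00124) and -4.76 (adjusted p = 0.00101), and its level on leucine went from 980.3 ± 29.1 CPM to 36.2 ± 15.4 CPM (SD, n = 2 cultures). In all, 399 genes were lower on both histidine and leucine, where 121 would be if the lists of genes were independent, and 201 genes were higher on both, against 63.8. In opposite directions, 108 genes were called. Of the genes lower on both, 115 were also lower on Avicel, and 126 genes were higher on all 3 media. The overlap of genes lower on both amino acids was 212 without Δclr-5 culture 1 on histidine and 222 without culture 2. It was 243 and 165 without WT culture 1 or 2 on leucine, and 226 and 137 without Δclr-5 culture 1 or 2 on leucine. Genes lower on all 3 media numbered 76 and 197 without WT culture 1 or Δclr-5 culture 1 on Avicel, and 74 and 71 without Δclr-5 culture 1 or 2 on histidine. On leucine they numbered 60, 76 and 58 without WT culture 2, Δclr-5 culture 1 and Δclr-5 culture 2.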

Functional enrichment analysis using the GO database revealed that the set of 396 overlapping genes was mainly enriched in functional categories of ‘carbohydrate metabolism’ and ‘amino acid metabolism’ (Fig. 6F and Additional file 2: Table S7). These overlapping set of genes included several involved in amino acid metabolism, such as those related to histidine metabolism (NCU11365, aminotransferase; NCU09320, ATP phosphoribosyltransferase; His-4, histidinol-phosphatase), branched-chain amino acids metabolism (NCU06881, aminotransferase; NCU03607, 3-hydroxyaspartate dehydratase; Leu-4, 2-isopropylmalate synthase; and NCU00792, amino acid aminotransferase) and aromatic amino acid metabolism (Additional file 2: Table S4). Moreover, a gene encoding glutamate dehydrogenase (NCU01195, *am-1*), which catalyzes the synthesis of glutamate from ammonium and α-oxoglutarate, was also down-regulated in strain Δ*clr-5*. 

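Single genes of amino acid metabolism were lower in Δclr-5 on each amino acid. NCU11365, an aminotransferase of histidine metabolism, fell at -2.06 (standard error 0.15, adjusted p = 1.01e-05) on histidine, from 709 ± 40.0 CPM to 170 ± 9.35 CPM (SD, n = 2), and at -2.23 on leucine. his-2 (NCU09320, ATP phosphoribosyltransferase) fell at -0.78 (adjusted p = 0.0253) on histidine and fell on leucine (adjusted p = 0.00862). In branched-chain metabolism, leu-4 (2-isopropylmalate synthase) fell at -1.75 (standard error 0.20, adjusted p = 0.000142) and -1.57 (standard error 0.20, adjusted p = 0.000511). NCU03607 fell at -2.06 and -0.88. The aminotransferases NCU06881 and NCU00792 fell on leucine, at -0.97 (adjusted p = 0.00852) and -1.55 (adjusted p = 0.00484), and on histidine were at -0.57 (adjusted p = 0.0701) and -0.66 (adjusted p = 0.13), which did not pass the test. Of 4 histidine biosynthesis genes, 1 was lower on histidine and 3 on leucine (1 and 3 adjusted over the list alone). Of 4 genes of branched-chain amino acid biosynthesis, 1 was lower on histidine (1 lower and 1 higher adjusted over the list alone) and leu-4 and ilv-2 were lower on leucine (2 adjusted over the list alone). Of 10 genes of aromatic amino acid biosynthesis, 6 were lower on histidine and 9 on leucine (7 and 9 adjusted over the list alone), among them aro-6 at -1.95 (adjusted p = 0.00404) on histidine and aro-7 at -1.64 (adjusted p = 0.000499) on leucine. The aromatic list fell relative to other genes by camera with adjusted p = 0.00406 and 3.32e-06, each with adjusted p = 0.463 with an estimated correlation. Lower genes on leucine numbered 1 without Δclr-5 culture 2 for histidine biosynthesis and 1 without WT culture 2, Δclr-5 culture 1 or Δclr-5 culture 2 for the branched-chain list. The number of lower aromatic genes was 3 without WT culture 1 and 2 without Δclr-5 culture 1 on histidine and 5 without WT culture 2 and 4 without Δclr-5 culture 2 on leucine. Calls were lost on histidine for his-2 without any 1 of the 4 libraries (adjusted p up to 0.165) and aro-6 without Δclr-5 culture 1 (adjusted p = 0.0501). On leucine they were lost for his-2 without WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.0834), NCU06881 without WT culture 1, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.073), NCU00792 without Δclr-5 culture 2 (adjusted p = 0.0518) and ilv-2 without WT culture 2, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.125). The gene His-4 has no locus number in the paper's text and no such symbol in the reference, and is not analysed here.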

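The glutamate dehydrogenase gene am (NCU01195) fell on histidine from 384 ± 224 CPM in the WT strain to 52.2 ± 7.79 CPM in Δclr-5 (SD, n = 2 cultures), a log2 fold change of -2.88 (standard error 0.54, adjusted p = 0.00427). On leucine it was at 2036 ± 87.1 CPM and 1183 ± 98.9 CPM, a log2 fold change of -0.78 (standard error 0.51, adjusted p = 0.311), which did not pass the test. The difference between these log2 fold changes did not pass its own test (adjusted p = 0.0978). Of 5 genes of ammonium assimilation, 4 were lower on histidine (4 lower and 1 higher adjusted over the list alone) and 1 on leucine (1 adjusted over the list alone). The glutamine synthetase gene gln-1 fell in both, at -1.62 (adjusted p = 0.000121) and -1.60 (adjusted p = 0.000233). gln-2, the other glutamine synthetase gene, and en(am)-2, the glutamate synthase gene, fell on histidine at -1.21 (adjusted p = 0.00365) and -1.26 (adjusted p = 0.0255). Camera gave the list adjusted p = 0.0305 on histidine, with adjusted p = 0.463 with an estimated correlation, and 0.191 on leucine. The difference of the list between these media gave adjusted p = 0.383. Of 12 genes of nitrogen metabolite repression, 3 were lower on histidine and 3 were higher on leucine (3 and 3 adjusted over the list alone, adjusted p = 0.478 and 0.0779 from camera). NCU00721 was among both, at -1.18 on histidine and 0.83 on leucine. The number of lower genes on histidine was 1 without Δclr-5 culture 1 for ammonium assimilation and 1 without Δclr-5 culture 1 or Δclr-5 culture 2 for nitrogen repression. The number higher on leucine was 1 without WT culture 2 or Δclr-5 culture 2 for the latter. Calls on histidine ended for am without Δclr-5 culture 1 (adjusted p = 0.0534), gln-2 without Δclr-5 culture 1 (adjusted p = 0.0511), en(am)-2 without WT culture 1, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.171) and NCU00721 without WT culture 2, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.0714). On leucine the call ended for NCU00721 without any 1 of the 4 libraries (adjusted p up to 0.242).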

In *N. crassa* and *A. nidulans*, disruption of *am-1* results in significantly poor growth with ammonium as the sole nitrogen source [44, 45].

**Fig. 6:**
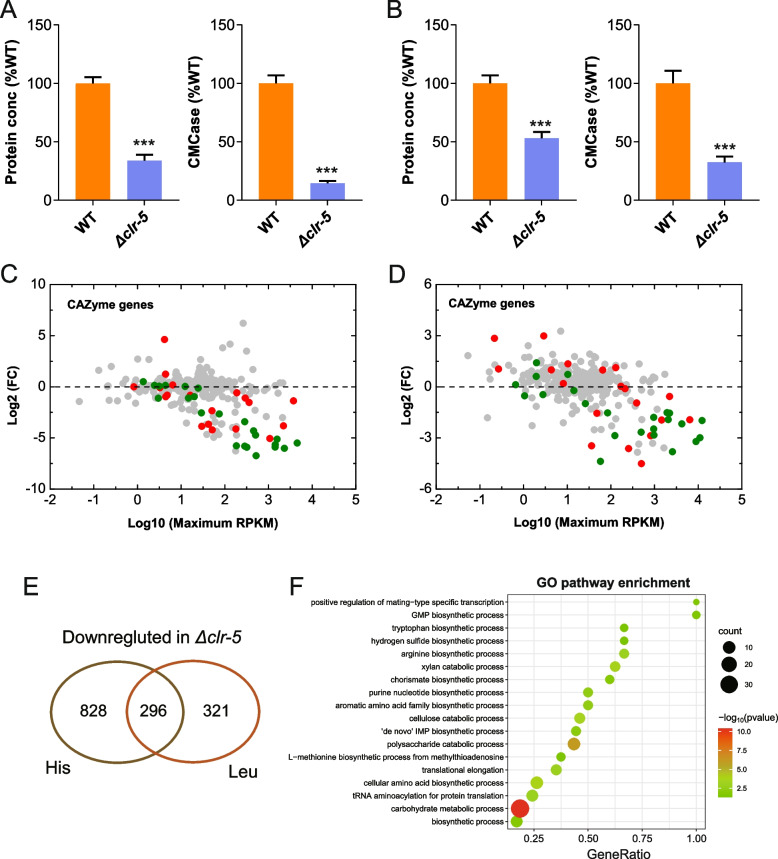
Phenotypic analysis of *clr-5* mutant in Avicel media with histidine or leucine as sole nitrogen source. Secreted protein and endo-glucanase activity of WT and ∆*clr-5* after 7 d of culture on Avicel with histidine (**A**) or leucine (**B**) as the sole nitrogen source. Relative mRNA abundance of all CAZyme genes in Δ*clr-5* mutant *vs.* WT when grown on cellulose with histidine (**C**) or leucine (**D**) as the sole nitrogen source. Cellulase genes are shown in olive, hemicellulase genes are shown in red. **E** Venn diagram of genes with significantly reduced transcript levels in strain ∆*clr-5* relative to WT in response to histidine and leucine. **F** Enrichment of 296 genes with down-regulated expression in strain ∆*clr-5* within the Biological Process (BP) category in GO analysis. Values and error bars represent means and standard deviations of independent triplicate experiments, respectively. Error bars in (**A-B**) indicate the standard deviations from at least three biological replicates

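The tryptophan synthase gene trp-3 (NCU08409) fell in Δclr-5 at -1.81 (standard error 0.40, adjusted p = 0.0089) on histidine and -1.30 (standard error 0.39, adjusted p = 0.0394) on leucine. The homoserine dehydrogenase gene hom-1 fell from 90.3 ± 18.2 CPM to 52.1 ± 1.25 CPM on histidine and from 714 ± 30.0 CPM to 290 ± 51.3 CPM on leucine (SD, n = 2 cultures), log2 fold changes of -0.79 (adjusted p = 0.0357) and -1.30 (adjusted p = 0.00456). NCU03607, a dehydratase, was at 139 ± 2.28 CPM in the WT strain and 33.3 ± 0.660 CPM in Δclr-5 on histidine. thr-4 had log2 fold changes of -0.94 (adjusted p = 0.0868) and -0.77 (adjusted p = 0.133), which did not pass the test. Of the 2 genes of the serine and threonine list with a locus, hom-1 and thr-4, 1 was lower on each amino acid (2 on each adjusted over the list alone). In the arginine list of 10, 2 genes were lower on histidine and 8 on leucine (4 and 8 adjusted over the list alone, adjusted p = 0.0617 and 8.54e-06 from camera, the second with adjusted p = 0.463 with an estimated correlation). They included arg-5 at -2.28 (adjusted p = 0.000576) and arg-3 at -2.21 (adjusted p = 0.0331) on leucine and arg-1 at -1.20 (adjusted p = 0.000898) on histidine. Both lysine genes, lys-3 and lys-5, were lower on leucine at -1.75 and -1.47 (2 adjusted over the list alone), and neither passed edgeR's test on histidine (0 adjusted over the list alone). Of 15 genes of sulfur assimilation, methionine and cysteine, cys-18 was lower on histidine (0 adjusted over the list alone, adjusted p = 0.163 from camera) and 3 were lower on leucine, cys-11, met-7 and met-5 (3 adjusted over the list alone, adjusted p = 0.0052 from camera, adjusted p = 0.463 with an estimated correlation). The genes oxD and ser-2 have no locus number in the paper's text and no such symbol in the reference, and are not analysed here. Calls were lost on histidine for trp-3 without WT culture 1 or Δclr-5 culture 1 (adjusted p up to 0.0821), hom-1 without WT culture 1, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.204) and cys-18 without any 1 of the 4 libraries (adjusted p up to 0.208). On leucine they were lost for trp-3 without any 1 of the 4 libraries (adjusted p up to 0.206), hom-1 without Δclr-5 culture 2 (adjusted p = 0.0563), arg-3 without any 1 of the 4 libraries (adjusted p up to 0.168), lys-3 without any 1 of the 4 libraries (adjusted p up to 0.142), lys-5 without WT culture 2, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.122) and cys-11 without Δclr-5 culture 2 (adjusted p = 0.0533). The number of lower arginine genes was 1 without WT culture 1 or Δclr-5 culture 1 on histidine and 5 without WT culture 1, WT culture 2, Δclr-5 culture 1 or Δclr-5 culture 2 on leucine.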

Consistent with the growth defects on serine and threonine, Δ*clr-5* also showed significantly reduced induction of the genes related to the metabolism of serine and threonine, including NCU08409, *oxD*, *thr-4*, NCU03607, *ser-2*, *hom-1*. Additionally, genes encoding amino acid permeases, such as *pmg*, NCU00711, and NCU09458, were down-regulated in Δ*clr-5*. 

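The amino acid permease gene pmg (NCU03509) fell at -1.34 (standard error 0.20, adjusted p = 0.000923) on histidine and -1.49 (standard error 0.20, adjusted p = 0.000846) on leucine. NCU00711 fell from 60.0 ± 3.14 CPM to 8.09 ± 0.957 CPM on histidine (SD, n = 2 cultures), at -2.89 (standard error 0.15, adjusted p = 1.24e-06), and at -0.80 (adjusted p = 0.00384) on leucine. NCU09458 fell at -0.53 (adjusted p = 0.0128) and -0.80 (adjusted p = 0.00193). The call of NCU09458 on histidine was lost without WT culture 1, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.103). A list of all amino acid permeases was fixed by product names, which the reference does not give, and is not analysed here.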

Transcriptomic analysis indicated that the transcript levels of genes encoding CAZymes were significantly lower in Δ*clr-5* than in the WT strain, consistent with the significant reduction in protein and cellulolytic enzyme activities in Δ*clr-5* (Fig. 6 and Additional file 2: Table S5). These down-regulated genes encoded CAZymes in the glycoside hydrolase family (GH1, GH3, GH43, GH6 and GH7), cellobiose dehydrogenases (AA8, CDH), and lytic polysaccharide monooxygenases (AA9, LPMO). 

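The cellobiose dehydrogenase gene cdh-1 and the β-glucosidase genes gh3-6, gh1-1 and gh3-4 were lower in Δclr-5 on both amino acids. cdh-1 fell from 234 ± 266 CPM to 9.10 ± 1.04 CPM on histidine (SD, n = 2 cultures), at -4.68 (standard error 0.95, adjusted p = 0.00681), and at -3.57 (standard error 0.89, adjusted p = 0.0208) on leucine. Among β-glucosidase genes, gh3-6 fell at -3.67 (adjusted p = 0.00355) and -2.14 (adjusted p = 0.0353), gh1-1 at -3.03 (adjusted p = 0.000159) and -1.58 (adjusted p = 0.00793), and gh3-4 at -1.76 (adjusted p = 0.00816) and -1.19 (adjusted p = 0.0434). Of the 9 genes of this list, 5 were lower on histidine, and 4 were lower and 1 was higher on leucine (5, and 4 and 1, adjusted over the list alone). The higher one was cdh-2 at 0.59. Camera gave adjusted p = 0.00256 on histidine, with adjusted p = 0.463 with an estimated correlation, and 0.428 on leucine. Of 6 esterase genes, 5 were lower and 1 higher on histidine and 4 were lower on leucine (5 and 1, and 4, adjusted over the list alone, adjusted p = 0.00787 and 0.00707 from camera, each with adjusted p = 0.463 with an estimated correlation). They included the esterase genes NCU08785 at -6.29 (standard error 0.67, adjusted p = 0.00017) on histidine and NCU05159 at -3.84 (standard error 0.45, adjusted p = 0.000364) on leucine, while NCU09491 was higher at 1.89 on histidine and lower at -1.56 on leucine. Of 9 sugar transporter genes, 5 were lower on histidine and 3 on leucine (5 lower and 1 higher, and 6 lower, adjusted over the list alone, adjusted p = 0.00465 and 0.00707 from camera, each with adjusted p = 0.463 with an estimated correlation). They included the cellodextrin transporter gene cdt-1 at -2.59 (adjusted p = 0.000128) and cdt-2 at -1.04 (adjusted p = 0.0119) on histidine. The numbers of lower genes were 3 without Δclr-5 culture 1 on histidine and 1 without WT culture 1, 0 without WT culture 2 or Δclr-5 culture 2 and 2 without Δclr-5 culture 1 on leucine for the first list. They were 2 without Δclr-5 culture 1 and 3 without Δclr-5 culture 2 on histidine and 0 without WT culture 1, WT culture 2 or Δclr-5 culture 2 and 1 without Δclr-5 culture 1 on leucine for transporters, and 2 without Δclr-5 culture 2 on leucine for esterases. Calls on histidine ended for cdh-1 without Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.0706), gh3-4 without WT culture 1 or Δclr-5 culture 1 (adjusted p up to 0.0776) and cdt-2 without WT culture 1, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.129). Calls on leucine ended for cdh-1 without any 1 of the 4 libraries (adjusted p up to 0.148), gh3-6 without any 1 of the 4 libraries (adjusted p up to 0.189) and gh1-1 without WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.0859). Further calls there ended for gh3-4 without WT culture 1, WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.254), NCU09491 without WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.122) and cdh-2 without any 1 of the 4 libraries (adjusted p up to 0.173). The paper relates the lower transcript levels of CAZyme genes to the reduced secreted protein and cellulolytic enzyme activities of Δclr-5 on these nitrogen sources (Fig. 6).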

When grown on histidine, 16 out of a total of 23 cellulase genes and 13 out of 16 hemicellulase genes showed significantly decreased transcript levels in Δ*clr-5* (Fig. 6C). Similarly, 16 genes encoding cellulases and nine genes encoding hemicellulases were significantly down-regulated in Δ*clr-5* when it was grown with leucine as the sole nitrogen source (Fig. 6D). Moreover, there was a significant decrease in transcript levels of genes encoding transcriptional factors in Δ*clr-5*, including Clr-1, Clr-2, Clr-4, and TRC-1, all of which positively regulate the expression of genes encoding lignocellulolytic enzymes [16, 27, 38]. 

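On histidine, 15 of 23 cellulase genes were lower in Δclr-5 and none was higher (15 adjusted over the list alone), with a median log2 fold change of -3.43. The main cellobiohydrolase gene cbh-1 fell from 11310 ± 8969 CPM in the WT strain to 250 ± 152 CPM in Δclr-5 (SD, n = 2 cultures), a log2 fold change of -5.50 (standard error 0.72, adjusted p = 0.000361). The polysaccharide monooxygenase gene gh61-4 (chromosome V from 2769232 to 2770004) fell from 317 ± 259 CPM to 2.95 ± 1.99 CPM, at -6.75 (standard error 0.76, adjusted p = 0.000183). gh61-3, gh61-5 and the endoglucanase gene gh5-1 fell at -5.92, -5.91 and -5.13. Of 21 hemicellulase genes, 14 were lower and 1 was higher (14 and 1 adjusted over the list alone), with a median of -1.11. The xylanase genes gh10-1, gh10-3 and gh11-2 fell at -5.07 (standard error 0.65, adjusted p = 0.000409), -3.88 and -3.82, NCU05955 fell at -4.14, and NCU00852 was higher at 4.55. Both lists fell relative to other genes by camera, with adjusted p = 1.53e-07 and 3.48e-06, each with adjusted p = 0.463 with an estimated correlation. The difference between the histidine and Avicel folds was itself tested, and the cellulase list was lower on histidine by a median of -2.26 (adjusted p = 0.000865 from camera, adjusted p = 0.706 with an estimated correlation). That median was -1.28 without WT culture 1 on histidine. In contrast to this list, 4 of the 7 endoplasmic reticulum genes the study named were higher on histidine (5 adjusted over the list alone), such as NCU09485 at 1.54 (standard error 0.36, adjusted p = 0.0118), with adjusted p = 0.00707 from camera and adjusted p = 0.463 with an estimated correlation. The study named these genes from its Avicel samples, which are not part of this comparison. The number higher was 0 without WT culture 2 or Δclr-5 culture 1. The hydrophobin gene eas was at 678 ± 196 CPM in the WT strain and 64480 ± 7191 CPM in Δclr-5 in these libraries. Single calls ended for NCU00852 without WT culture 1, WT culture 2 or Δclr-5 culture 1 (adjusted p up to 0.0578) and NCU09485 without WT culture 2 or Δclr-5 culture 1 (adjusted p up to 0.0973). Fitting only the 4 histidine libraries gave 8 lower cellulase genes and 9 lower hemicellulase genes.

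**Figure D2:**
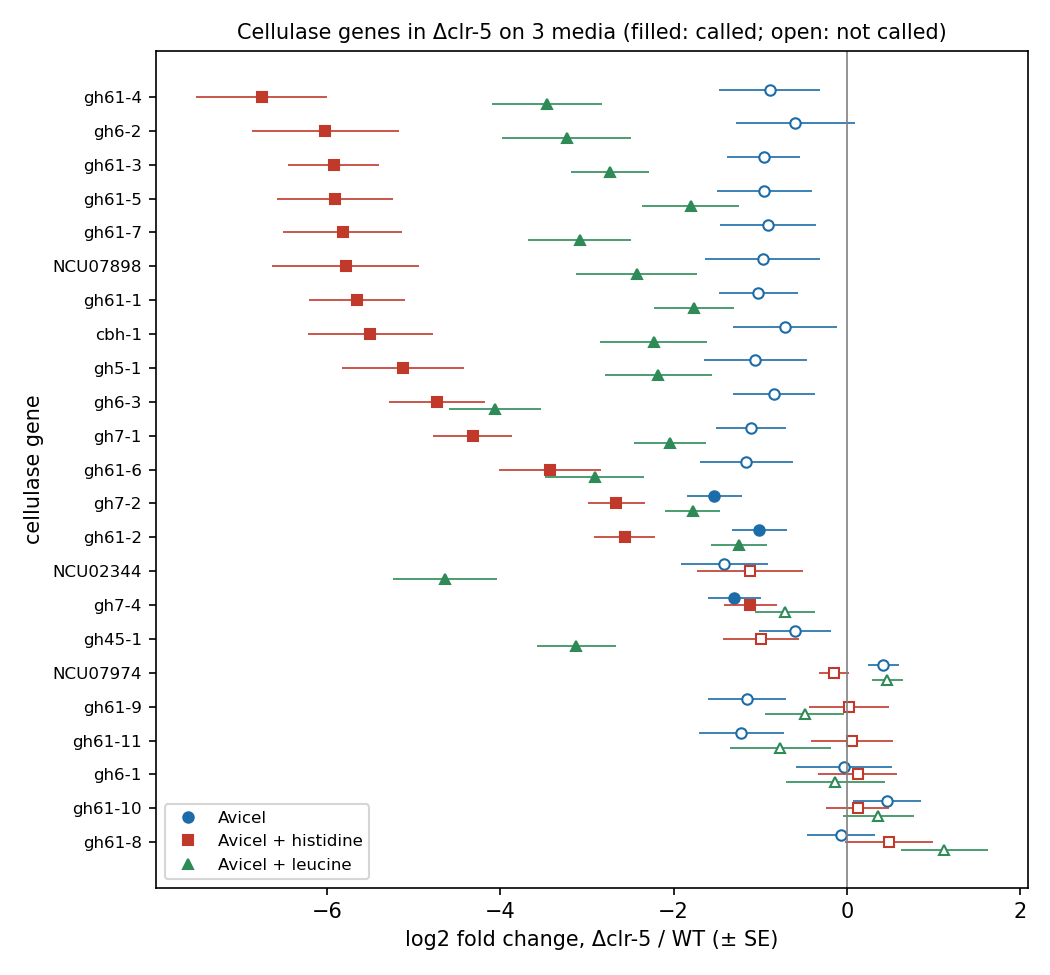
Log2 fold change of Δclr-5 against the WT strain for the 23 cellulase genes on Avicel, Avicel + histidine and Avicel + leucine. Points are fitted values with standard errors, filled where the gene passed the test (3 on Avicel, 15 on histidine and 16 on leucine) and open where it did not.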

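On leucine, 16 of 23 cellulase genes were lower in Δclr-5 and none was higher (16 adjusted over the list alone), with a median log2 fold change of -2.04. NCU02344, a polysaccharide monooxygenase gene, fell from 107 ± 5.78 CPM to 4.31 ± 0.0799 CPM (SD, n = 2 cultures), at -4.64 (standard error 0.60, adjusted p = 0.000934). The cellobiohydrolase genes cbh-1 and gh6-2 fell at -2.23 (standard error 0.62, adjusted p = 0.0283) and -3.24 (standard error 0.75, adjusted p = 0.0139), and the endoglucanase gene gh45-1 at -3.13. Of 21 hemicellulase genes, 9 were lower and 4 were higher (9 and 4 adjusted over the list alone), with a median of -0.37. Xylanase genes gh10-3 and gh11-2 fell at -3.72 and -2.19, and NCU07351 and gh3-8 were higher at 1.10 and 0.89. By camera the cellulase list had adjusted p = 3.48e-06 and the hemicellulase list 0.00992, each with adjusted p = 0.463 with an estimated correlation. The cellulase list was also lower relative to Avicel, by a median of -0.94 (-0.60 without Δclr-5 culture 2 on leucine; adjusted p = 0.0285 from camera, adjusted p = 0.719 with an estimated correlation). Of the 7 endoplasmic reticulum genes the study named, 6 were lower on leucine (7 adjusted over the list alone, adjusted p = 0.00028 from camera, adjusted p = 0.463 with an estimated correlation), such as NCU09223 at -1.62 (adjusted p = 0.00724). eas was at 0.673 ± 0.189 CPM in the WT strain and 349 ± 154 CPM in Δclr-5 in these libraries. The numbers of lower genes were 10 without WT culture 1 or Δclr-5 culture 1, 9 without WT culture 2 and 5 without Δclr-5 culture 2 for cellulases, 4 without Δclr-5 culture 2 for hemicellulases and 3 without WT culture 2 and 2 without Δclr-5 culture 2 for the endoplasmic reticulum genes. Higher hemicellulase genes numbered 2 without WT culture 1 and 1 without WT culture 2 or Δclr-5 culture 1. Single calls ended for cbh-1 without any 1 of the 4 libraries (adjusted p up to 0.195), gh6-2 without WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.113) and gh11-2 without Δclr-5 culture 2 (adjusted p = 0.0518). They also ended for NCU07351 without WT culture 1, WT culture 2 or Δclr-5 culture 1 (adjusted p up to 0.13), gh3-8 without any 1 of the 4 libraries (adjusted p up to 0.141) and NCU09223 without Δclr-5 culture 2 (adjusted p = 0.068). A replicate block gave 10 lower cellulase genes.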

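The cellulase regulator gene clr-2 fell on histidine from 121 ± 74.9 CPM to 10.7 ± 2.53 CPM (SD, n = 2 cultures), at -3.51 (standard error 0.54, adjusted p = 0.00149). On leucine it was at -1.49 (standard error 0.49, adjusted p = 0.0565), which did not pass the test. clr-1 fell on leucine at -1.26 (standard error 0.28, adjusted p = 0.0104) and on histidine was at -0.72 (adjusted p = 0.0883). NCU05846, the regulator clr-3, fell at -2.30 (adjusted p = 0.000462) and -1.22 (adjusted p = 0.0168), and vib-1, a regulator in the response to cellulose, at -0.93 (adjusted p = 0.0364) and -0.90 (adjusted p = 0.0447). hac-1 (NCU01856), the regulator of the unfolded protein response, fell on leucine at -1.69 (adjusted p = 0.00166), and rca-1 rose on histidine at 1.34 (adjusted p = 0.00751). Of 12 regulator genes with a locus, 4 were lower and 1 was higher on histidine and 4 were lower on leucine (5 and 1, and 6, adjusted over the list alone). Camera gave adjusted p = 0.251 on histidine and adjusted p = 0.0312 on leucine, the second with adjusted p = 0.475 with an estimated correlation. On Avicel, 1 of the 12 was lower and 2 were higher (2 and 2 adjusted over the list alone, adjusted p = 0.263 from camera), the higher ones being rca-1 at 2.52 and cre-1 at 1.36. Lower regulator genes on Avicel numbered 0 without WT culture 1 or Δclr-5 culture 2 and 7 without Δclr-5 culture 1. Higher ones numbered 1 without WT culture 1. The call of cre-1 there was lost without WT culture 1 (adjusted p = 0.0781). Clr-4 and TRC-1 have no locus number in the paper's text and no such symbol in the reference, and are not analysed here. The number of lower regulator genes was 2 without Δclr-5 culture 1 on histidine and 1 without WT culture 1, WT culture 2, Δclr-5 culture 1 or Δclr-5 culture 2 on leucine. Calls were lost on histidine for vib-1 without WT culture 1, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.202) and rca-1 without WT culture 1 (adjusted p = 0.0546). On leucine they were lost for clr-1 without any 1 of the 4 libraries (adjusted p up to 0.0866), NCU05846 without any 1 of the 4 libraries (adjusted p up to 0.128) and vib-1 without any 1 of the 4 libraries (adjusted p up to 0.272).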

Taken together, these results demonstrate that Clr-5 is essential for amino acid metabolism, and that to some extent Clr-5 regulates cellulase gene expression by controlling amino acid metabolism.

### Disruption of *clr-5* results in reduced stress tolerance

Previous studies have shown that the transcription factors associated with the regulation of cellulase genes can also contribute to the response to external stress responses in filamentous fungi, such as Clr-1, Clr-2 and ClrC [16, 43]. To investigate whether Clr-5 is involved in regulating the response to a range of stresses, including cell wall disruption and high osmolality, we assessed the sensitivity of the WT and Δ*clr-5* strains to Calcofluor White, Congo Red, and NaCl. The growth of Δ*clr-5* was reduced by 10%, compared to WT when grown on agar plates containing 100 μg/mL Calcofluor White (Additional file 1: Fig. S2,), which disrupts cell wall synthesis by binding to chitin [46]. Additionally, Δ*clr-5* also showed lower resistance to 2 mg/mL Congo Red, which binds to β-1,3-glucans and interferes with the cell wall [47]. Those data suggested that Clr-5 plays an important role in maintaining cell wall integrity. When Δ*clr-5* was cultivated on agar plates containing 1 M NaCl, its colonies were smaller than those of the WT strain, indicating that Clr-5 is also involved in osmotic stress tolerance.

### The function of Clr-5 is conserved in ascomycete

To assess whether the function of Clr-5 is conserved in filamentous fungi, we characterized the mutant of its ortholog (Mycth_2301131, named MtClr-5) in the thermophilic cellulolytic fungus *M. thermophila. M. thermophila* is another biomass-degrading organism that has been used as a model system to investigate both basic fungal cell biology, such as the mechanism of protein secretion, and for industrial fungal engineering to produce biochemicals directly from plant biomass [9, 10], based on the suite of available molecular biology tools, including genome-editing techniques [18]. Our findings revealed that Δ*Mtclr-5* similarly exhibited decreased protein secretion (~ 56%) and endo-glucanase activity (~ 44%) compared with those of *M. thermophila* wild-type strain (MtWT) after 3 d of growth in Avicel medium (Fig. 7). This result confirms the important role of MtClr-5 in cellulase production in *M. thermophila*, mirroring the function of its ortholog in *N. crassa*.

**Fig. 7:**
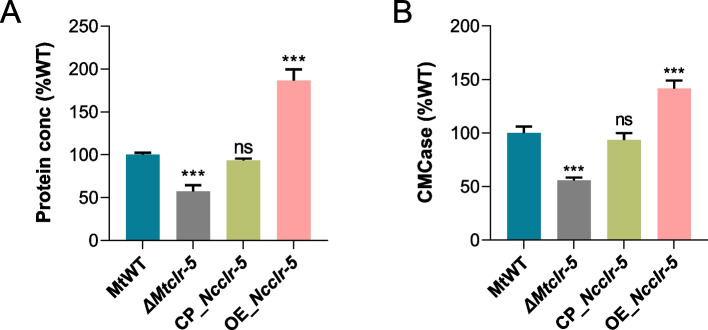
Protein production and enzyme activity phenotypes of *M. thermophila* strains. MtWT, *M. thermophila* wild-type strain; ∆*Mtclr-5*, mutant of *Mtclr-5*; CP_*Ncclr-5*, complementation strain of mutant Δ*Mtclr-5* with *clr-5* from *N. crassa*; OE_*Ncclr-1*, Overexpression of *N. crassa clr-5* in the *M. thermophila* WT background. Total secreted protein (**A**) and endo-glucanase activity (**B**) in the supernatants of cultures after 3 d of the culture on 2% Avicel. Error bars in indicate the standard deviations from at least three biological replicates

To further investigate and compare the conserved function of Clr-5 in cellulose degradation between the two fungi, we complemented the mutant Δ*Mtclr-5* with the open reading frame of *clr-5* from *N. crassa* under the control of the native promoter *Mtclr-5*. Additionally, we overexpressed *clr-5* from *N. crassa* in the MtWT strain under the control of the strong constitutive promoter *MtgpdA* (MYCTH_2298136). Those complemented and overexpression strains were designated as CP_*Ncclr-5* and OE_*Ncclr-5*, respectively. Interestingly, the protein secretion and enzyme activities in the interspecies complementation strain CP_*Ncclr-5* were restored to the levels similar to those of the MtWT strain when grown on Avicel. Furthermore, the OE_ *Ncclr-5* strain exhibited a significant increase in secreted proteins (~ 187%) and endo-glucanase activity (~ 142%), compared with those of the MtWT strain after 3 days of growth on Avicel (Fig. 7). These results confirm that the function of Clr-5 is critical for cellulose degradation and is evolutionarily conserved in ascomycete fungi.

## Conclusions

In this study, we identified an Zn_2_Cys_6_ transcription factor Clr-5 in *N. crassa*, which regulates the expression of genes encoding cellulases when grown on cellulose. Compared with the WT strain, Δ*clr-5* exhibited a significant decrease in secreted protein (~ 54%), endo-glucanase activity (~ 45%), xylanase activity (~ 67%), β-glucosidase activity (~ 62%), and exocellulase activity (~ 60%). Comparative transcriptomic analyses indicated that Clr-5 is essential for cellulase production and amino acid metabolism. Our comparative transcriptomic analyses illuminated the pivotal roles of Clr-5, highlighting its indispensability in both cellulase production and amino acid metabolism. Notably, when leucine or histidine served as the sole nitrogen source, Δclr-5 exhibited severe growth impairments on both glucose and Avicel media. Furthermore, the expression of most genes encoding CAZymes and those involved in amino acid uptake and the metabolism of histidine, branched-chain amino acids, and aromatic amino acids, were down-regulated in strain Δ*clr-5* when grown in Avicel medium supplemented with histidine or leucine as the sole nitrogen source. Significantly, our findings also underscore the evolutionary conservation of Clr-5 function across ascomycete fungi.

## Materials and methods

### Strains and culture conditions

*Neurospora crassa* wild-type strain (WT, FGSC #2489) and NCU05383 mutant (FGSC #11,019) were obtained from the Fungal Genetics Stock Centre (FGSC). *N. crassa* strains were pre-cultured in 1 × Vogel’s minimal medium (VMM) with 2% (w/v) sucrose. The cultures were incubated in the dark at 28° C for 1–2 d, followed by 6–8 d under constant light at room temperature to produce mature conidia.

*M. thermophila* wild-type strain (MtWT, ATCC 42464) and its mutants were grown on 1 × VMM supplemented with 2% (w/v) glucose at 35 °C to obtain mature conidia. Antibiotic was added when needed to screen for transformants.

*Escherichia coli* March-T1 was used for vector manipulation and cultivated in Luria–Bertani (LB) medium with 100 µg/mL ampicillin or 50 µg/mL kanamycin for plasmid selection.

### Plasmid and strain construction

All primer sequences used in this study are listed in Additional file 2: Table S1. To rescue *clr-5*, the upstream region (1028 bp) and the full-length NCU05383 sequence (3067 bp) were amplified from *N. crassa* genomic DNA and ligated into plasmids pAN52-bar [27] digested with *Bgl*II and *Bam*HI using the Gibson kit to form the complementation plasmids pAN52-CP-clr5. Complementary plasmid was linearized and transformed into *N.crassa* Δ*clr-5* and the transformants were screened by selection for phosphinothricin resistance. To overexpress *clr-5*, the ORF region of *clr-5* under the control of the strong constitutive *tef1* (NCU02003) promoter of *N. crassa* was inserted into between *Bgl*II and *Bam*HI sites of plasmid pAN52-bar, generating the plasmid pAN52-OE-clr-5. The constructed recombinant plasmid linearized were separately transformed into strain Δ*clr-5* and the transformants were screened by selection for phosphinothricin resistance [6]. The presence of the transgenes was confirmed by PCR.

To delete *Mtclr-5* in *M. thermophila*, the gene coding region was replaced by the expression cassette of marker gene *neo*. This process needs three DNA fragments: Cas9, sgRNA, and Donor fragments. Cas9-expressing cassette was amplified from plasmid p0380-bar-P*tef1*-Cas9-TtprC [48] using the primer pairs (Additional file 2: Table S1). The target sites of genes were designed by sgRNACas9 tool [48]. The sgRNA was constructed by connecting U6 promoter, genes target sites and gRNA. The 5’ and 3’ flanking fragments of *Mtclr-5* were separately amplified from *M. thermophile* genomic DNA. The resultant PCR fragments as well as the selectable marker cassette PtrpC-neo from plasmid p0380-neo [49] were assembled and inserted into pPK2BarGFP plasmid digested by XbaI/EcoRV using the Gibson Assembly Cloning Kit, to generate donor DNA sequence donor-Mtclr-5-neo. To complement the mutant Δ*Mtclr-5* with *clr-5* from *N. crassa*, the open reading frame of *clr-5* was amplified from *N. crassa* genomic DNA and cloned into plamsid pAN52-bar under the control of the native promoter of *Mtclr-5* using the the Gibson kit, to form the complementation plasmid pAN52-CP-Ncclr-5. For the construction of plasmids overexpressing *N.crassa clr-5* in *M. thermophila*, the fragment of *N. crassa clr-5* and the strong constitutive promoter of *MtgpdA* (MYCTH_2298136) were assembled and inserted into plasmid pAN52-bar digested by *Bgl*II/*Bam*HI using the Gibson Assembly Cloning Kit, to generate vector pAN52-OE-Ncclr-5.

PEG-mediated transformation of *M. thermophila* protoplasts was performed as described previously [48]. For the deletion of *Mtclr-1*, a mixture of 10 μg PCR amplicons of the Cas9-expression cassette, donor DNA cassette, and sgRNA cassette at a molar concentration ratio of 1:1:1 was cotransformed into *M. thermophila* protoplasts. For gene overexpression, 10 µg linearized plasmids pAN52-CP-Ncclr-5 and pAN52-OE-Ncclr-5 were transformed into the protoplasts of the *M. thermophila* Δ*Mtclr-5* and the wild-type strain to generate strains CP_Ncclr-5 and OE_Ncclr-5, respectively. Putative transformants were selected with corresponding antibiotics, followed by verification via PCR with paired primers (Additional file 2: Table S1).

### Quantification of secreted proteins and enzyme activity

To quantify secreted proteins and enzyme activity, each *N. crassa* strain was inoculated into 100 mL 1 × VMM supplemented with 2% w/v Avicel in a 250-mL Erlenmeyer flask and incubated at 25 °C with shaking at 200 rpm on a rotary shaker. Samples were collected at specified intervals for analysis.

The total extracellular protein in the culture supernatant was quantified using a Bio-Rad protein assay kit (Bio-Rad, Hercules, CA, USA). The activities of endoglucanase and endo-1,4-β-xylanase in the culture supernatant were determined using an Azo-CM-Cellulose assay kit (Megazyme, Wicklow, Ireland) and an Azo-Xylan kit (Megazyme), respectively. The activity of β-glucosidase was determined using *p*-nitrophenyl-β-d-glucopyranoside (*p*NPG) as the substrate. The reaction mixture contained 250 μL diluted enzyme and 250 μL substrate (1.0 mg/mL) in 50 mM citrate buffer (pH 4.8), and was incubated for 10 min at 50 °C. The reaction was terminated by adding 500 µL 1 M Na_2_CO_3_ and the amount of *p*-nitrophenol (*p*NP) released was calculated based on the absorbance at 420 nm. A standard curve was constructed using known concentrations of *p*NP. Exoglucanase (PNPCase) activity in the culture supernatant was determined using *p*-nitrophenyl β-D-cellobioside as the substrate. In the exoglucanase and β-glucosidase activity analyses, one unit (U) of enzymatic activity was defined as the amount of *p*NP released by 1 mL enzyme from the substrate per minute.

### Cell dry weight measurement

To determine the dry weight of the cell biomass in Avicel medium, the fungal mycelia were harvested after incubation for 4 d and 7 d. A 10-mL aliquot of thoroughly mixed culture broth was centrifuged at 4,000 g for 10 min. After discarding the supernatant, 6 mL acetic-nitric reagent, comprising acetic acid, nitric acid, and water in a molecular ratio of 8:1:2, was added and the mixture was boiled in water for 2 h to solubilize the fungal cells. The reaction mixture containing the residual Avicel was then centrifuged, dried, and weighed. The acetic nitric reagent was prepared by mixing 150 mL 80% acetic acid with 15 mL concentrated nitric acid.

### The analysis of transcriptomic data

The *N. crassa* strains WT and Δ*clr-5* were pre-cultured in 100 mL of 1 × Vogel’s salt with 2% glucose for 16 h in constant light with constant shaking at 200 rpm at 25 °C. The mycelia were then washed three times with 1 × VMM without carbon source (for a transfer to VMM with 2% Avicel) or 1 × VMM without a nitrogen source (for a transfer to VMM without a nitrogen source, supplemented with 2% Avicel as carbon source and 50 mM histidine or leucine as the sole nitrogen source). The mycelia were then resuspended in 100 mL indicated medium and grown as described above for 4 h. After culturing, mycelia were harvested and immediately frozen in liquid nitrogen. Total RNA was extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA) [36] and contaminating DNA was removed using the RNeasy DNase I kit (Qiagen, Hilden, Germany).

The cDNA libraries were prepared using the standard protocols of Illumina (San Diego, CA, USA) and sequenced on the Illumina Novaseq platform to generate 150 bp paired-end reads. Independent duplicate cultures were sampled to avoid random errors. The RNA sequences were aligned to the predicted transcripts from the *N. crassa* OR74A genome (v12) [50] using Tophat (v2.0.12) [51]. The number of reads uniquely mapping to only one gene was calculated for each gene by HTSeq-count (http://www-huber.embl.de/users/anders/ HTSeq) using SAM files and genome annotation files as inputs. Normalized expression values (RPKM, Reads Per Kilobase per Million mapped reads) for each gene were calculated from the number of uniquely mapped reads (Additional file 2: Table S2). Differentially expressed genes were identified using the DESeq package (v1.5.1) [52] with the number of raw reads mapped to unique genes as the inputs. Unless otherwise noted, genes with |log2 FoldChange|≥ 0.5 and DESeq *P*-adj value < 0.05 were considered to be significantly differentially expressed between two samples. The raw reads of transcriptomic data have been deposited in Gene Expression Omnibus (GEO, accession number: GSE222372) at the National Center for Biotechnology Information (NCBI).

### Growth and physiological characteristics of *N. crassa* on various nitrogen sources

In these experiments, Vogel’s salts were prepared without ammonium nitrate, and nitrogen sources were added as described. Each of *N. crassa* strains was inoculated into 3 mL medium containing individual amino acids and inorganic nitrogen sources (nitrate and ammonium) and 2% w/v glucose. The nitrogen concentration was fixed at 50 mM. Cultures were photographed after 48 h (when using KNO_3_, NH_4_Cl, aspartic acid, glutamic acid, alanine, leucine, proline, methionine, glutamine, arginine, or tyrosine as the sole nitrogen source) or 96 h (when employing valine, isoleucine, glycine, serine, threonine, cysteine, asparagine, lysine, histidine, phenylalanine, or tryptophan as the sole nitrogen source) at 25 °C. The contents of histidine and leucine were determined by liquid chromatography-tandem mass spectrometer (LC–MS/MS) [10]. To assess the growth patterns of the ∆clr-5 strain on agar plates supplemented with histidine or leucine, photographs were taken after 60 h of incubation at 25 °C.

### The analysis of the tolerance to chemical and environmental stresses

To evaluate the sensitivity of fungal strains to oxidative stress, osmotic stress, and cell wall disturbance, 3 μL aliquots of conidial suspension (10^5^) were applied to Vogel’s solid medium (1 × Vogel’s salts, 2% w/v sucrose, and 1.5% w/v agar) supplemented with NaCl (1.0 M), Congo Red (2 mg/mL), and Calcofluor White (100 μg/mL), respectively. The plates were incubated at 28 °C for 25 h. The diameter of colonies was measured to calculate growth indices under each stress.

### Statistical significance tests

One-tailed homoscedastic (equal variance) *t*-test was used for adjusting statistical significance. In figures and tables, n.s. indicates no statistical significance; and *, **, and *** represent significant difference at *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively.

### Supplementary Information

**Additional file 1: Fig. S1. **Biomass accumulation of *N. crassa* strains WT and Δ*clr-5* grown in 1×VMM with 2% glucose for 48 h. Error bars indicate the standard deviations from at least three biological replicates. **Fig. S2. **The sensitivities of the strain Δ*clr-5* to high osmotic stress and cell wall disturbance. The mature spore was inoculated onto agar plates alone or supplemented with 100 μg/mL Calcofluor White, 2 mg/mL Congo Red, and 1 M Nacl and incubated at 25 °C for 25 h. The values and error bars represent means and standard deviations of independent triplicate experiments, respectively. Error bars indicate the standard deviations from at least three biological replicates. **Fig. S3. **Raw gels image of Fig. 1G. SDS-PAGE analysis of the proteins secreted by* N. crassa *strains WT and *Δclr-5* grown in Avicel medium for 4 d and 7 d.

**Additional file 2: Table S1.** List of PCR primers used in this study. **Table S2.** The profiles of RNA-seq reads mapped to the genome of* N. crassa* and the differential expression analysis. **Table S3.** Genes showing significantly differential transcriptional levels in strain ∆clr-5 compared to the wild-type strain in 1×VMM with 2% Avicel. **Table S4.** GO analysis of the 371 genes with down-regulated expression levels in strain ∆clr-5 in 1×VMM with 2% Avicel. **Table S5.**Transcriptional levels of CAZyme genes in strain Δclr-5 when grown in Avicel medium with histidine or leucine as the sole nitrogen source. **Table S6.** The genes with significantly reduced transcript levels in strain ∆clr-5 relative to WT in response to histidine and leucine. **Table S7.** GO analysis of the 296 genes with down-regulated expression levels in strain ∆clr-5 relative to WT in response to histidine and leucine.

## Data Availability

All data generated or analyzed during this study are included in this published. article and its supplementary information files.

## Abbreviations

CAZyme: Carbohydrate-active enzyme
CDH: Cellobiose dehydrogenases
Clr-5: Cellulose degradation regulator 5
GH: Glycoside hydrolase family
RNA-seq: RNA-sequencing
RPKM: Reads Per Kilobase per Million mapped reads

# Supplementary material for: The transcriptional factor Clr-5 is involved in cellulose degradation through regulation of amino acid metabolism in Neurospora crassa
**Source:** BMC Biotechnol. 2023 Nov 29;23:50. doi: 10.1186/s12896-023-00823-4
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Biomass accumulation of N. crassa strains WT and Δclr-5 grown in 1×VMM with 2% glucose for 48 h. Error bars indicate the standard deviations from at least three biological replicates. Fig. S2. The sensitivities of the strain Δclr-5 to high osmotic stress and cell wall disturbance. The mature spore was inoculated onto agar plates alone or supplemented with 100 μg/mL Calcofluor White, 2 mg/mL Congo Red, and 1 M Nacl and incubated at 25 °C for 25 h. The values and error bars represent means and standard deviations of independent triplicate experiments, respectively. Error bars indicate the standard deviations from at least three biological replicates. Fig. S3. Raw gels image of Fig. 1G. SDS-PAGE analysis of the proteins secreted by N. crassa strains WT and Δclr-5 grown in Avicel medium for 4 d and 7 d.

**Fig. S1** Biomass accumulation of *N. crassa* strains WT and Δ*clr-5* grown in 1×VMM with 2% glucose for 48 h. Error bars indicate the standard deviations from at least three biological replicates.

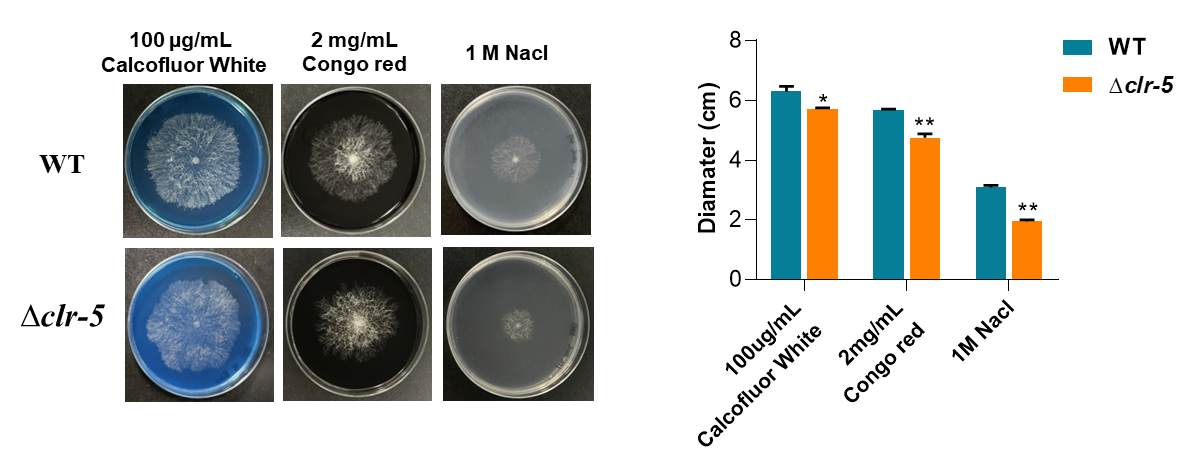

**Fig. S2** The sensitivities of the strain Δ*clr-5* to high osmotic stress and cell wall disturbance. The mature spore was inoculated onto agar plates alone or supplemented with 100 μg/mL Calcofluor White, 2 mg/mL Congo Red, and 1 M Nacl and incubated at 25 °C for 25 h. The values and error bars represent means and standard deviations of independent triplicate experiments, respectively. Error bars indicate the standard deviations from at least three biological replicates.

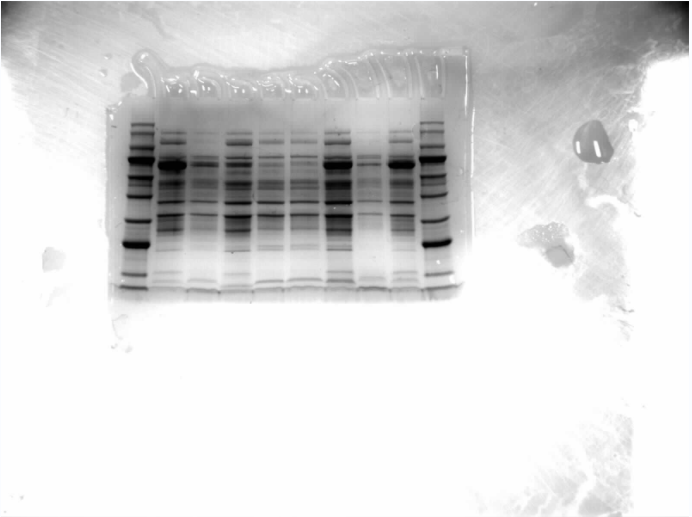

**135−**

**63−**

**48−**

**35−**

**25−**

**17−**

**180−**

**75−**

**100−**

**∆*clr-5*-4d**

**WT-7d**

**∆*clr-5*-7d**

**M**

**WT-4d**

**Fig. S3** Raw gels image of Fig. 1G. SDS-PAGE analysis of the proteins secreted by *N. crassa* strains WT and *Δclr-5* grown in Avicel medium for 4 d and 7 d.

How the deposited data were processed for this re-analysis (not part of the article)

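The values used are the raw counts per gene that the authors deposited, in 1 table with a column for each of 12 libraries. By the submitters' notes, reads were aligned with TopHat2 2.0.8b and counts were made with HTSeq 0.13.5 from reads that mapped uniquely to 1 gene. The strand setting of the counting step is not given. The paper describes 4 h of induction and the sample labels 8 h, and both are given where the cultures are described. No reads were aligned again and no genome was used. Genes were paired with symbols and with coordinates of the OR74A reference by locus number.

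The 12 libraries form 6 groups of 2 cultures: WT and Δclr-5 on Avicel, on Avicel + histidine and on Avicel + leucine. Total counts per library ranged from 16797962 to 20381308, with a median of 18400977. Of 9730 genes, 8805 passed filterByExpr of edgeR 4.0.16 (R 4.3.3) and 925 did not. Counts were normalized by TMM and fitted with the robust quasi-likelihood model over all 12 libraries, with 6 residual degrees of freedom and a common biological coefficient of variation of 0.174. Each p of a single gene in the text is from edgeR's quasi-likelihood F test and adjusted by Benjamini-Hochberg over the 8805 genes. Standard errors are approximate: each is the absolute log2 fold change divided by the square root of the F of this test. A gene was called at an adjusted p under 0.05 with an absolute log2 fold change of at least 0.5, as in the paper, which used DESeq. The comparisons were Δclr-5 against WT in each medium, the difference of that fold between media, and WT on each amino acid against WT on Avicel. The strain comparisons share no libraries, while the differences between media share libraries with each other and with the strain comparisons. CPM are given with the SD over 2 cultures, and folds against a group at 0 counts are bounds from a floor of 3 counts over the group.

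Genes named in the text are clr-5, the 10 largest and 10 smallest log2 fold changes per strain comparison at a mean log2 CPM of at least 3 with both mutant libraries on one side of both WT libraries, every gene the paper names that has a locus, the 5 largest differences between media either way, and up to 4 called members per gene list by size. Conidiation, light and mating genes are also named as measured facts beside other groups of genes in the same comparison, and no link between them was tested.

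Gene lists were fixed before the counts were opened, by gene symbol or locus: cellulases, hemicellulases, esterases, cellobiose dehydrogenases and β-glucosidases, sugar transporters, regulators, the endoplasmic reticulum genes of the paper, biosynthesis of histidine, branched-chain, aromatic, arginine, sulfur, serine and threonine, and lysine amino acids, ammonium assimilation, nitrogen metabolite repression, conidiation, light and clock, heat shock, carbon starvation and mating type. A purine list matched 0 genes by its symbols. Another 5 lists (purine ad genes, proteasome, complex I, cell wall, pheromones) were added after the reference symbols were seen and before fold changes were. A set of 7 lists fixed by product names (endoplasmic reticulum functions, amino acid permeases, catabolism of branched-chain and of histidine and aromatic amino acids, aminoacyl-tRNA synthetases, cytosolic ribosomal proteins, extracellular proteases) was not analysed, because the reference gives no product names. Lists with at least 5 tested members were tested with camera of limma 3.58.1 on log CPM (prior 2) at a preset correlation of 0.01, and again with an estimated correlation and with fry. These p were adjusted over the 48 tests of the 16 lists fixed before the counts were opened in the 3 strain comparisons. The lists added later were adjusted apart from these, and so were the differences between media.

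Alternatives run were DESeq2 1.42.0, RLE and library size scaling, no filter, a floor of 15 RPKM, the adjusted p alone, only the libraries of a comparison, a replicate block, and leaving out each library in turn. In simulated counts, the fit called 84% of genes lowered by 2 log2 units on Avicel, 88% on histidine and 90% on leucine.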

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

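The tests of carry-over into some libraries, of nitrogen source against strain and of single libraries on the cellulase difference from Avicel were chosen after related values were seen, and the other tests in this part were set before.

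By tests of the difference itself, the ratio of Δclr-5 to WT differed between histidine and Avicel for 1263 genes (471 without Δclr-5 histidine culture 1, 2392 without Δclr-5 Avicel culture 1), between leucine and Avicel for 488 (159 without WT Avicel culture 1, 1389 without Δclr-5 Avicel culture 1) and between histidine and leucine for 1006 (428 without Δclr-5 histidine culture 1). These comparisons share libraries. Among gene lists, camera gave for histidine against Avicel adjusted p = 0.000865 for cellulases, 0.0184 for hemicellulases and 0.0053 for sugar transporters, all lower on histidine. It gave 0.0153 for sulfur, methionine and cysteine genes, higher on histidine. The 2.11e-05 for the endoplasmic reticulum genes, also higher on histidine, is biased that way, because the paper named them as lower on these Avicel samples. For leucine against Avicel it gave 0.0285 for cellulases, 0.0132 for transporters, 0.0132 for aromatic amino acid genes and 0.044 for arginine genes, lower on leucine, and 0.00567 for nitrogen repression genes, higher on leucine. For histidine against leucine it gave 0.0216 for cellulases, 0.0305 for cellobiose dehydrogenases and β-glucosidases, 0.0133 for hemicellulases and 0.0339 for nitrogen repression genes, lower on histidine, and 6.09e-06 for the endoplasmic reticulum genes, 0.0229 for arginine genes and 0.0314 for carbon starvation genes, higher on histidine. With an estimated correlation, none of these list differences passed the threshold. The largest single differences in log2 ratio were -5.998 for ccg-13 and 4.321 for NCU07046 (histidine against Avicel), -6.466 for NCU09049 and 6.357 for mfa-1 (leucine against Avicel), and -7.192 for NCU01298 and 6.509 for ccg-4 (histidine against leucine). The call of NCU09049 ended without WT Avicel culture 1, WT leucine culture 1, WT leucine culture 2 or Δclr-5 leucine culture 2 (adjusted p up to 0.0767), and that of ccg-4 without Δclr-5 histidine culture 2 (5.224, adjusted p = 0.21).

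The larger fall of cellulase genes in Δclr-5 on histidine than on Avicel was weighed against 2 technical explanations. A single WT library on histidine was considered because cbh-1 differed 3.55-fold between the WT cultures. Of the 23 cellulase genes, 12 were called lower on histidine than on Avicel. Left out 1 at a time, the Avicel and the Δclr-5 histidine libraries gave median log2 differences of the 23 genes between -2.009 and -2.489. The median was -1.281 without WT histidine culture 1 and -2.963 without WT histidine culture 2. The direction held without either WT histidine culture, which argues against 1 of them as its whole source, while the size depends on them. Of the 15 genes lower on histidine itself, 14 stayed lower without culture 1 and 14 without culture 2. A general drop of highly expressed genes would lower genes of equal expression as well, but 412 genes matched on WT expression had a median log2 fold change of -0.0797 (SD 0.802) against -3.43 for cellulases. A response to the nitrogen source that depends on Clr-5 stays open as a hypothesis, since it was found and tested on the same 8 libraries. A difference in strain background, given below, was not told apart from it, and counts from the paper's complemented strain on Avicel with and without histidine would decide between them.

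Genes of conidiation, which the paper does not discuss, were higher in Δclr-5: 7 of 8 on Avicel (4 without WT culture 1), 4 on histidine (2 without WT culture 1 or WT culture 2) and 2 on leucine (1 without WT culture 1). The log2 fold change of the hydrophobin gene eas was 7.164, 6.572 and 9.015. Carry-over of conidia or aerial tissue into some mutant libraries only is argued against on histidine, where the ratio of eas between the Δclr-5 cultures was 1.171. On leucine the ratio was 1.907. On Avicel, where 7 of the 8 genes were called, it was 10.49, so such carry-over stays open there. A distortion of the normalization by eas would lower the number of conidiation genes called higher on histidine once eas is left out. There, 3 conidiation genes other than eas were higher with and without eas in the totals. The median log2 fold change of all genes moved from -0.0274 to -0.0348 without eas. TMM leaves genes with extreme ratios out of its factors, so this outcome was likely beforehand and is weak as a test. It shows that eas had little weight under TMM alone, and other abundant genes were not left out. The nitrogen source in place of the strain would give both strains the same level of eas on histidine, where the lowest mutant level was 72.77-fold above the highest WT level. That gap is part of the pattern itself, and an effect of the nitrogen source that depends on the strain is not excluded by it. Carry-over into every mutant library alike, earlier conidiation of the mutant in culture and a difference in strain background were not told apart.

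Mating genes split the strains, which the paper does not report. The mating-type gene matA-1 had 0 counts in every Δclr-5 library and was at least 109.5-fold lower on Avicel, 778.5-fold on histidine and 1512-fold on leucine, with a floor of 3 counts over the group. The pheromone gene mfa-1, expressed by the opposite mating type, had log2 fold changes of 6.976, 8.504 and 13.33. A mutant of the other mating type predicts a rise of mfa-1 of at least 4-fold and a fall of ccg-4 in each medium, and the smallest rise was 6.976 in log2. The Δclr-5 strain may therefore carry the other mating type, so that the strains would differ by more than clr-5.

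NCU09968, on chromosome VI, had 0 counts in every Δclr-5 library, a difference in a gene the paper does not discuss, and was at least 1227-fold lower on Avicel, 1822-fold on histidine and 1870-fold on leucine with the same floor.

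The WT strain on its own, a comparison the paper does not report, differed between histidine and Avicel in 4589 genes and between leucine and Avicel in 3685.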

How the results depend on the processing

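DESeq2 on the 4 libraries, the crossed replicate block, eas left out of the totals and genes near the mating-type locus left out were chosen after the values were seen.

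Cellulase genes lower on histidine stayed at 14 to 16 in every alternative but 1, the fit to only the 4 histidine libraries, which gave 8. Of 3757 alternatives for 299 values of named genes, 3195 stayed on the same side of the threshold, 528 lost the call and 34 gained it. Where either fit made a call, 0 values changed sign, and changes of sign between uncalled values were not counted. Many of these genes were named for large called folds, which makes a change of sign unlikely from the start. Of 150 list counts adjusted over the list alone, 136 stayed within 1.5 times. The cause of each change below was not tested, except that leaving out libraries leaves fewer to estimate the spread.

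DESeq2 gave 6 cellulase genes lower on Avicel and 1025 genes with a different ratio on leucine than on Avicel. Library size scaling gave 401 lower and 1694 higher on Avicel, 554 and 1617 on leucine, 63 lower on all 3 media and 4 hemicellulase genes lower on Avicel. The floor of 15 RPKM drops the calls of genes below it in both strains, after the same tests of all genes. It gave 591 higher on Avicel, 744 lower and 451 higher on histidine and 326 higher on leucine. It also gave 263 lower on both amino acids and 65 on all 3 media. Only the libraries of the comparison gave 119 lower and 203 higher on Avicel, 34 on all 3 media, 4 and 9 hemicellulase genes lower on Avicel and histidine, and differences between media in 695 (histidine against Avicel), 223 (leucine against Avicel) and 1857 (histidine against leucine) genes. The replicate block gave 572 lower and 410 higher on leucine, 208 on both, 62 on all 3 media, 10 cellulase genes on leucine, 3 hemicellulase genes on Avicel, and 669, 143 and 495 genes in the same differences. DESeq2 on the 4 libraries gave 381 lower and 619 higher on Avicel and 9 cellulase genes, and with the floor 306, 398 and 9, with 478 higher on leucine and 67 on all 3 media. The crossed block gave 5 cellulase genes on Avicel.

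With an estimated correlation, each list fixed before the counts were opened that passed camera in a medium had an adjusted p of 0.463, except regulators (0.475) and conidiation (0.492) on leucine. The lists added later that passed camera had 0.406 to 0.597. With fry these lists no longer passed: on Avicel cellulases 0.132, aromatic 0.0843 and arginine 0.0525, on histidine the endoplasmic reticulum 0.0843, conidiation 0.0908 and light 0.0505, on leucine regulators 0.119, sulfur 0.0601, conidiation 0.125, cell wall 0.0768 and complex I 0.11. It brought carbon starvation on Avicel (0.0154) and histidine (0.0168) and ammonium assimilation on leucine (0.0322) under it.

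Leaving out 1 library, with the lone culture assumed to vary like the other groups, gave ranges of 349 to 1204 lower and 398 to 1523 higher on Avicel, 549 to 821 and 363 to 466 on histidine, and 295 to 526 and 245 to 379 on leucine. It gave 137 to 370 lower on both amino acids and 58 to 197 on all 3 media. Cellulase genes numbered 2 to 7 on Avicel, 14 to 15 on histidine and 5 to 10 on leucine, hemicellulase genes 3 to 6, 10 to 14 and 4 to 7. Differences between media ranged from 471 to 2392 (histidine against Avicel), 159 to 1389 (leucine against Avicel) and 428 to 726 (histidine against leucine), and the WT media from 3975 to 4279 and 2716 to 3156. The lowest and highest counts of all genes on Avicel came without WT Avicel culture 1 and Δclr-5 Avicel culture 1.

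In simulated counts on Avicel, 84% of genes lowered by 2 log2 units and 42% of those lowered by 1 were called. The simulation changed only 50 genes at each size and gave each gene 1 spread in all libraries. The data hold 1772 calls on Avicel and a spread that differs between groups. These shares are therefore not the power in the data, and only show that smaller changes can be missed at this number of cultures.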

Differences from the paper's values

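DESeq2 on the 4 libraries of a comparison, with and without a floor of 15 RPKM, the crossed replicate block and the omission of genes near the mating-type locus were chosen after the values were seen.

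On Avicel, 737 genes were lower in Δclr-5 against the paper's 371. Of the alternatives set before the data were examined, library size scaling (401), a floor of 15 RPKM (494), a replicate block (494) and the fit without WT culture 1 (349) fall within 1.5 times the paper's value. DESeq2 (923), RLE factors (792), no filter (716), the adjusted p alone (815), only the 4 libraries (119) and the fits without WT culture 2 (607), Δclr-5 culture 1 (1204) and Δclr-5 culture 2 (629) do not.

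Higher in Δclr-5 on Avicel were 1035 genes against the paper's 605. The floor (591), the replicate block (694) and the fits without WT culture 2 (599) and Δclr-5 culture 2 (837) fall within 1.5 times the paper's value. DESeq2 (1134), RLE factors (988), library size scaling (1694), no filter (1017), the adjusted p alone (1095), only the 4 libraries (203) and the fits without WT culture 1 (398) and Δclr-5 culture 1 (1523) do not. DESeq2 on the 4 Avicel libraries, chosen after seeing the values, gave 381 lower and 619 higher (306 and 398 with the floor). Without the floor it drops 0 of the 21 genes that the paper names as lower on Avicel and that were paired with a locus. The crossed block, also chosen then, gave 776 lower and 1001 higher. Leaving out genes near the mating-type locus and clr-5 gave 691 lower and 989 higher. Neither of the last 2 settings comes within 1.5 times the paper's values.

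On leucine, 944 genes were lower in Δclr-5 against the paper's 617. Library size scaling (554), no filter (921), the floor (725), the replicate block (572) and the fits without WT culture 1 (526) and Δclr-5 culture 1 (491) fall within 1.5 times the paper's value. DESeq2 (1123), RLE factors (983), the adjusted p alone (1021), only the 4 libraries (1263) and the fits without WT culture 2 (378) and Δclr-5 culture 2 (295) do not. Chosen after seeing the values, DESeq2 on the 4 leucine libraries gave 1264, which is not within 1.5 times, and 908 with the floor, and leaving out genes near the mating-type locus and clr-5 gave 888, and how many of the paper's named genes the last 2 settings drop was not counted.

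The other counts compared here were within 1.5 times. The paper's count of CAZyme genes lower on Avicel was not compared, since no list of all CAZyme genes was tested. On histidine 1125 genes were lower (the paper's 1123), and 399 were lower on both amino acids (the paper's 396 in its text and 296 in a figure legend). The 399 were drawn from 944 genes lower on leucine, against the paper's 617. Close counts do not show that the genes were the same, which was not compared gene by gene. Cellulase genes lower numbered 15 on histidine and 16 on leucine (the paper's 16 and 16), and hemicellulase genes 14 and 9 (the paper's 13 and 9), from a list of 21 where the paper's holds 16.

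Of the genes the paper names as lower on Avicel, 2 of 9 cellulase genes, 3 of the 5 hemicellulase genes paired with a locus and 6 of 7 secretion genes were called lower. None was called higher. In all, 11 of 21 were called by edgeR, 14 by DESeq2 and 5 with only the 4 Avicel libraries. Not called, with negative log2 fold changes, were gh61-1 (-1.02), gh61-3 (-0.96), gh61-5 (-0.96), gh61-6 (-1.16), gh5-1 (-1.06) and gh6-3 (-0.85), which only DESeq2 on the 4 libraries called. The call of gh7-1 (adjusted p = 0.0735) was made by DESeq2, without Δclr-5 culture 1 and by DESeq2 on the 4 libraries, that of gh10-1 (-1.13) with only the 4 libraries and by DESeq2 on them, and that of gh11-2 (adjusted p = 0.0699) by DESeq2 on all libraries and on the 4. The calnexin gene NCU09265 (-1.11) was called by DESeq2 on all libraries and on the 4, with the replicate block, with the crossed block and without Δclr-5 culture 1.

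Of 15 genes the paper names as lower on histidine and leucine that have a locus, 11 were called lower on histidine and 12 on leucine. On histidine, NCU06881 (-0.57) and NCU00792 (-0.66) were called with only the 4 libraries and by DESeq2 on them, and thr-4 (-0.94) by these and by DESeq2 on all libraries. The regulator gene clr-1 (-0.72 on histidine) was called with only the 4 libraries, by DESeq2 on them and without WT culture 2. On leucine, am (-0.78) was called with only the 4 libraries and by DESeq2 on them, thr-4 (-0.77) by DESeq2 on the 4 libraries, and clr-2 (-1.49) by DESeq2 on all libraries, with only the 4 and by DESeq2 on them.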

Other observations

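The test of genes near the mating-type locus was chosen after related values were seen, and the lists of purine, proteasome, complex I, cell wall and pheromone genes were added before fold changes were seen.

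Of 26 cell wall genes, 12 were higher in Δclr-5 on Avicel (13 adjusted over the list alone), such as ncw-6 at 3.92 and acw-3 at 2.54 (adjusted p = 0.0579 without WT culture 1), with 4 without WT culture 1 (adjusted p = 0.00039 from camera, adjusted p = 0.406 with an estimated correlation). On histidine 3 were lower and 6 higher (4 and 6 adjusted over the list alone), with 0 higher without WT culture 2, Δclr-5 culture 1 or Δclr-5 culture 2 and 1 without WT culture 1, and 1 lower without Δclr-5 culture 1. On leucine 5 were higher (1 without WT culture 1, WT culture 2 or Δclr-5 culture 2, 2 without Δclr-5 culture 1). Of 5 genes of carbon starvation, acu-6, acu-9 and acu-3 were higher on Avicel, at 5.50, 1.55 and 2.08, but the list did not pass camera (adjusted p = 0.17). Without WT culture 1 or WT culture 2, only acu-6 of these 3 was called, and the call of acu-9 also ended without Δclr-5 culture 2 (adjusted p = 0.212). On histidine 2 were higher, and on leucine the list gave an adjusted p of 0.478. Of 5 heat shock genes, hsp98 and hsp30 were higher on histidine at 1.06 and 1.14 (adjusted p = 0.13 for the list), with 0 without WT culture 1 and 1 without any other histidine library.

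Of 30 proteasome genes, 3 were higher on Avicel (0 without WT culture 1, 5 without WT culture 2, 1 without Δclr-5 culture 2, 11 without Δclr-5 culture 1, adjusted p = 0.000253 from camera, adjusted p = 0.57 with an estimated correlation) and 1, rpn-4 at 1.72, on histidine (0 without WT culture 1, WT culture 2 or Δclr-5 culture 2, adjusted p of rpn-4 up to 0.0713). Of 29 genes of mitochondrial complex I, 7 were lower on histidine (1 without WT culture 2, 3 without Δclr-5 culture 1, 0 without Δclr-5 culture 2; for the list adjusted p = 0.000253 from camera and 0.57 with an estimated correlation). On leucine 0 of the 29 were called, and the list had adjusted p = 0.0028 from camera, 0.597 with an estimated correlation and 0.11 with fry. Of 6 purine biosynthesis genes, 4 were lower on histidine (1 without WT culture 1 or Δclr-5 culture 1) and 4 on leucine (1 without Δclr-5 culture 2, 2 without any other leucine library; adjusted p = 0.00562 and 0.00135 from camera, each with adjusted p = 0.406 with an estimated correlation), led by ad-7 at -1.77 on histidine and ad-3A at -1.33 on leucine. The call of ad-7 ended without WT culture 1, WT culture 2 or Δclr-5 culture 1 on histidine (adjusted p up to 0.103).

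Of 2 tested genes of the A mating type, matA-1 was lower in all 3 media and matA-3 on histidine, where its call ended without WT culture 1, Δclr-5 culture 1 or Δclr-5 culture 2 (adjusted p up to 0.0706). Among 4 pheromone and receptor genes, mfa-1 and pre-2 were higher in each medium, ccg-4 was lower in each, and pre-1 was lower on the amino acids. The call of pre-2 on histidine ended without WT culture 2 or Δclr-5 culture 2 (adjusted p up to 0.083), and that of pre-1 on leucine without Δclr-5 culture 2 (adjusted p = 0.0606). Genes called the same way in all 3 media numbered 241, and 21 of them (8.71%) lie within 500 kb of the mating-type locus on chromosome I, against 213 of 8564 others (2.49%). The ratio of these shares is 3.5 (one-sided Fisher's exact p = 1.57e-06). A different strain background around that locus may therefore add to the differences between the strains, but the paper's strain with clr-5 put back into Δclr-5 regained secreted protein and enzyme activities near the WT level. Counts from that strain or from a backcrossed one, not analysed here, would separate the background from clr-5 for transcripts.

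NCU05381, which lies beside clr-5 on chromosome II from 1468485 to 1471060, was higher in Δclr-5 in each medium, at 3.07, 4.01 and 3.75. NCU05384, on the other side, was higher on histidine at 0.72 (adjusted p = 0.0195, and up to 0.155 without WT culture 1, Δclr-5 culture 1 or Δclr-5 culture 2, which ended the call) and was not called on Avicel or leucine. NCU09969, which overlaps NCU09968, also had 0 counts in every Δclr-5 library. In all, 3 genes had 0 counts in every Δclr-5 library and at least 100 in every WT library, and 0 genes the other way. These genes were singled out after their values were seen.

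In the WT strain, 18 of 23 cellulase genes were lower on histidine than on Avicel (median -3.65) and 18 on leucine (median -2.11 in log2). The 7 endoplasmic reticulum genes were lower on both (medians -3.10 and -1.70). Aromatic amino acid genes were lower on histidine, 7 of 10, and higher on leucine, 10 of 10. Proteasome genes were higher on both, 26 and 20 of 30.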
